# Sex Differences in Behavioral and Brainstem Transcriptomic Neuroadaptations following Neonatal Opioid Exposure in Outbred Mice

**DOI:** 10.1523/ENEURO.0143-21.2021

**Published:** 2021-09-20

**Authors:** Kristyn N. Borrelli, Emily J. Yao, William W. Yen, Rhushikesh A. Phadke, Qiu T. Ruan, Melanie M. Chen, Julia C. Kelliher, Carly R. Langan, Julia L. Scotellaro, Richard K. Babbs, Jacob C. Beierle, Ryan W. Logan, William Evan Johnson, Elisha M. Wachman, Alberto Cruz-Martín, Camron D. Bryant

**Keywords:** neonatal abstinence syndrome, neonatal opioid withdrawal syndrome, opiate, opioid dependence, perinatal, rodents

## Abstract

The opioid epidemic led to an increase in the number of neonatal opioid withdrawal syndrome (NOWS) cases in infants born to opioid-dependent mothers. Hallmark features of NOWS include weight loss, severe irritability, respiratory problems, and sleep fragmentation. Mouse models provide an opportunity to identify brain mechanisms that contribute to NOWS. Neonatal outbred Swiss Webster Cartworth Farms White (CFW) mice were administered morphine (15 mg/kg, s.c.) twice daily from postnatal day 1 (P1) to P14, an approximation of the third trimester of human gestation. Female and male mice underwent behavioral testing on P7 and P14 to determine the impact of opioid exposure on anxiety and pain sensitivity. Ultrasonic vocalizations (USVs) and daily body weights were also recorded. Brainstems containing pons and medulla were collected during morphine withdrawal on P14 for RNA sequencing. Morphine induced weight loss from P2 to P14, which persisted during adolescence (P21) and adulthood (P50). USVs markedly increased at P7 in females, emerging earlier than males. On P7 and P14, both morphine-exposed female and male mice displayed hyperalgesia on the hot plate and tail-flick assays, with females showing greater hyperalgesia than males. Morphine-exposed mice exhibited increased anxiety-like behavior in the open-field arena on P21. Transcriptome analysis of the brainstem, an area implicated in opioid withdrawal and NOWS, identified pathways enriched for noradrenergic signaling in females and males. We also found sex-specific pathways related to mitochondrial function and neurodevelopment in females and circadian entrainment in males. Sex-specific transcriptomic neuroadaptations implicate unique neurobiological mechanisms underlying NOWS-like behaviors.

## Significance Statement

Neonatal opioid withdrawal syndrome (NOWS) is a poorly understood condition that has both a genetic and environmental component and is thought to be mechanistically distinct from opioid withdrawal in adults. The development of murine models for measuring neurobehavioral responses is critical for informing the neurobiological adaptations underlying NOWS. Using outbred mice that more closely model human genetic variation, we discovered several sex differences in behavioral timing and severity of NOWS model behaviors as well as transcriptomic adaptations in brain tissue that together suggest distinct mechanisms and sex-specific therapeutics for reversing withdrawal symptoms and restoring brain function.

## Introduction

The United States is in the midst of an opioid use disorder (OUD) epidemic. A recent report by the Centers for Disease Control and Prevention indicated a record 93,000 opioid-related deaths in 2020—a 29% increase from 2019 (https://www.cdc.gov). The OUD epidemic has been accompanied by a surge in infants exposed to opioids *in utero* (Jansson and Patrick, 2019) and a rise in rates of neonatal opioid withdrawal syndrome (NOWS; Milliren et al., 2018). NOWS is characterized by low birth weight, reduced weight gain, severe irritability, sleep fragmentation and restlessness, hypertonia, elevated pain sensitivity, and high-pitched cry, among other symptoms (Sutter et al., 2014). The current standard of treatment for NOWS includes tapered dosing of opioids over days or weeks, and other interventions that promote mother–infant bonding (Wachman et al., 2018; Ryan et al., 2019). Current treatments for NOWS primarily attenuate withdrawal severity for the infant and are believed to mitigate the potential long-term impact on mood, cognition, and pain. Further understanding of the impact of opioids on development is critical for the discovery, design, and implementation of new treatments and interventions for NOWS.

Several animal models for NOWS have been developed (Fodor et al., 2014; Chen et al., 2015; Byrnes and Vassoler, 2018), differing in time of exposure (i.e., prenatally, postnatally, or both), specific opioid (morphine, heroin, methadone, oxycodone, and/or buprenorphine), and dosing regimen (e.g., injections, pellets, mini-pumps; Byrnes and Vassoler, 2018; Robinson et al., 2020; Minakova et al., 2021). The physiological and behavioral consequences of opioids on development depends on the timing, duration, and route of drug administration (Fodor et al., 2014; Byrnes and Vassoler, 2018). In rodents, the period between postnatal day 1 (P1) through P14 is an approximation of the third trimester of human gestation (Barr et al., 2011), characterized by rapid, extensive synaptogenesis and myelination in the brain (Semple et al., 2013). For example, morphine administration between P1 and P14 (Robinson et al., 2020) in mice induced neurodevelopmental delays and effects on behaviors later during adolescence and adulthood, including marble burying and morphine locomotor sensitization behaviors (Robinson et al., 2020). Early neonatal opioid exposure in rodents has the following several key advantages: (1) opioid exposure during third trimester is associated with a higher risk for NOWS in human neonates (Desai et al., 2015), providing strong translational relevance; (2) neonatal exposure during the third trimester equivalent is sufficient to produce symptoms of withdrawal in mice and rats (Jones and Barr, 1995, 2001; McPhie and Barr, 2009; Robinson et al., 2020); (3) postnatal delivery of opioids enables accurate dosing to each pup; (4) avoiding maternal opioid exposure reduces the potential variance introduced by opioid-dependent alterations in maternal caretaking behaviors; and (5) the short-term and long-term effects of opioids on the brain and behavior can be assigned to a specific developmental period using discrete, timed administration of opioids.

Given these advantages, in the present study, we used an administration regimen similar to that previously described (Robinson et al., 2020) to further investigate the consequences of neonatal opioid exposure in mouse model of NOWS, including ultrasonic vocalizations (USVs), anxiety, and pain behaviors. To gain insight into the neurobiological adaptations related to NOWS, we also investigated the transcriptional alterations in the brainstem (medulla plus pons), a region of the brain implicated in neonatal opioid withdrawal (Jones and Barr, 2001; Maeda et al., 2002; McPhie and Barr, 2009) and hyperalgesia (Bederson et al., 1990; Kaplan and Fields, 1991; Vanderah et al., 2001; Ossipov et al., 2005; Xie et al., 2005; Vera-Portocarrero et al., 2011). We conducted our studies in outbred Cartworth Farms White (CFW) mice (Swiss Webster; both males and females) because of their greater genetic heterozygosity and increased number of historical recombination events compared with inbred strains and short-term (e.g., F2) intercrosses between them. These characteristics more closely model the complex genetic architecture of the human genome (Tuttle et al., 2018) and can be leveraged in future studies to conduct high-resolution genetic mapping of NOWS-related phenotypes (Gonzales and Palmer, 2014; Parker et al., 2016; Gonzales et al., 2018).

## Materials and Methods

### Mice

All experiments in mice were conducted in accordance with the National Institutes of Health *Guide for the Care and Use of Laboratory Animals* and were approved by the Institutional Animal Care and Use Committee. Outbred CFW mice (Swiss Webster) were purchased from Charles River Laboratory at 8 weeks of age. Breeders were paired after 1 week of habituation to the vivarium. Each breeder mouse was from a different litter, thus minimizing relatedness within a breeder pair (Parker et al., 2016). Laboratory chow (Teklad 18% Protein Diet, Envigo) and tap water were available *ad libitum.* Breeder cages were provided with nestlets. A maximum of three sequential litters per breeder were used in the study. Mice were maintained on a 12 h light/dark cycle (lights on, 6:30 A.M.). Phenotyping was conducted during the light phase between 9:00 A.M. and 12:00 P.M. A power analysis based on the effect size of the sex-averaged thermal nociceptive response on the hot plate on P7 in morphine-exposed mice versus saline (SAL) control mice (Cohen’s *d* = 1.55) was used to estimate the required sample size using a two-tailed *t* test in G*Power 3 (Faul et al., 2007). A sample size of 12 per treatment provides 95% power (*p* < 0.05). Thus, for the behavioral studies, we used a minimum of *n* = 12 per treatment (6 females, 6 males). All behavioral data were generated by female experimenters, thus controlling for the sex of the experimenter as a source of variance (Bohlen et al., 2014; Sorge et al., 2014).

### Morphine treatment regimen from P1 through P14

Morphine sulfate pentahydrate (Sigma-Aldrich) was dissolved in sterilized physiological saline (0.9%) in a 0.75 mg/ml morphine solution for systemic administration via injections (15 mg/kg, s.c., in 20 μl/g volume). The morphine dose is based on the total molecular weight of morphine sulfate pentahydrate (not just morphine). For P1 through P14, injections were administered twice daily mostly at 7:30 A.M. and 4:00 P.M. The only exceptions were at P7 and P14, at which time injections were administered at 10:00 A.M. and 4:00 P.M. to provide time for phenotypic assessment of spontaneous morphine withdrawal from 8:00 to 10:00 A.M. (see below). We used a mixed-litter design whereby one-half of the pups was randomly assigned to saline (20 μl/g, s.c.) and the other half was randomly assigned to morphine (15 mg/kg, s.c.) within the same litter. The rationale for choosing a mixed-litter design was to avoid introducing confounds between litters that could skew the results (e.g., genetic relatedness, maternal behavior, or the general cage environment). On P7, pups underwent behavioral phenotyping, as described below, 16 h following morphine administration. Systemically administered morphine reaches a peak plasma concentration at 15 min with a half-life of ∼37 min (Boasen et al., 2009). Thus, the behavioral effects associated with prior morphine exposure are attributed to withdrawal at 16 h following the last administration, rather than the acute, bioactive effects of morphine. Twice daily administration of morphine then continued until P14 when pups underwent behavioral phenotyping, followed by morphine administration at 10:00 A.M. and 4:00 P.M. On P15, 16 h after final morphine administration, mice were killed at 10:00 A.M. by live, rapid decapitation, and brain tissue was immediately harvested.

### General procedures

Experimenters (all females) were blinded to saline or morphine conditions during behavioral testing on P7 and P14. Pups were habituated to the testing room for at least 1 h before testing. Immediately before testing, pups were transferred to a new cage containing a heat pad. Dams and sires remained in their home cages in the testing room while the pups were tested. Activity in sound-attenuating chambers during ultrasonic vocalization recording and on the hot plate were video recorded using infrared cameras (Swann) and tracked with ANY-maze tracking software (Stoelting).

### Ultrasonic vocalizations in P7 and P14 mice

During maternal separation, withdrawal from repeated morphine administration increases USVs in rat pups (Barr and Wang, 1992). Before injections on P7 and P14, each mouse pup was placed into a Plexiglas box (43 cm length × 20 cm width × 45 cm height; Lafayette Instruments) placed within sound-attenuating chambers (Med Associates). USVs were recorded using Ultrasound Recording Interface (UltraSoundGate 816H, Avisoft Bioacoustics), and the concomitant distance traveled was calculated over 10 min. After 10 min, pups were removed from the boxes, weighed, and placed in a holding cage with a heating pad before nociceptive testing.

We used an unsupervised approach to categorize and compare syllable repertoires based on the similarity of their spectrotemporal patterns [mouse ultrasonic profile extraction (MUPET); Van Segbroeck et al., 2017]. Briefly, MUPET determines specific syllable types present in mouse USVs by analyzing their entire frequency structure, independent of syllable fundamental frequency or amplitude. Extracted syllable shapes were centered along time and frequency and were represented as low-dimension representations of USV patterns that captured their spectral shape and maintained the key spectrotemporal features (Bertrand et al., 2008; Joder and Schuller, 2012). Mean syllable duration was determined empirically from the distribution of syllable duration values in the saline group, then used for unsupervised analyses. Syllable thresholds were set at a minimum of 8 ms and a maximum of 200 ms. Optimal syllable repertoire size was determined using multiple measures from MUPET (Bayesian information criterion, average log likelihood, overall repertoire modeling score and goodness-of-fit; data not shown). The diagonal of the cross-repertoire similarity matrix, which provides the correlations between syllable unit pairs from two different repertoires, was used to compare the shapes of syllable units between experimental groups.

### Thermal nociception in P7 and P14 mice

Upon completion of USV recordings, the first pup was removed from the holding cage and placed in a Plexiglas cylinder (diameter, 15 cm; height, 33 cm) on a 52.5°C hot plate (IITC Life Science). On P7, the latency for the pup to turn onto their back was defined as the nociceptive response. The nociceptive response on P14 was the latency to flick or lick the forepaw or hindpaw, or jump. On P14, the majority of pups displayed a hindpaw lick. Pups were moved immediately following a pain response or following 30 s with no response. Immediately following nociceptive assessment on the hot plate, each pup was gently scruffed and the distal half of its tail was quickly lowered into a 48.5° hot water bath (LX Immersion Circulator, PolyScience) and the tail-flick latency was recorded.

### Tattooing in P7 mice

Following thermal nociception testing on P7, pups were tattooed for identification (ATS-3 General Rodent Tattoo System, AIMS). Pups were then injected with either morphine or saline and then returned to their home cage with the dam and sire.

### Self-righting in P4 and P7 mice

A subset of pups was also tested for self-righting as a developmental milestone (Robinson et al., 2020). On P4 and P7, each mouse was placed onto their back with all paws facing upward, and gently stabilized by a finger. The latency for the mouse to right itself and place all paws on the surface was recorded.

### Open field arena

A subset of mice underwent testing for anxiety-like behavior in the open field arena on P21. Mice could roam freely in Plexiglas boxes (20 cm width × 43 cm length × 46 cm height) for 5 min. Behavior was video recorded then later scored using ANY-maze software.

### Statistical analysis

Data analysis was performed in R (https://www.r-project.org/), SPSS Statistics 27 (IBM), and GraphPad Prism 8.0 (GraphPad Software). Body weight, hot plate, tail withdrawal, self-righting, USV/min, and USV distance data were analyzed using multifactorial repeated-measures (RM) ANOVAs, with drug treatment and sex as between-subject factors and either age/day or time as fixed-effects repeated measures. Distance and percentage of center time in the open field were analyzed using two-way ANOVA, with drug treatment and sex as independent variables. Body weight from P1 was also analyzed using a two-way ANOVA because of partially missing data. Before all ANOVAs, data residuals for each phenotype were assessed for normality before parametric analysis. In the case of a non-normal distribution of the residuals (failed Shapiro–Wilk test for normality, *p* < 0.05), data were percentile rank normalized as described previously (Templeton, 2011), and the Shapiro–Wilk test was repeated to confirm successful normalization (*p* > 0.05). To facilitate interpretation of the data, normalized data are presented as raw measurement values. Mauchly’s test of sphericity was performed for repeated measures with more than two levels (body weight and USV analysis). If the assumption of sphericity was violated, Greenhouse–Geisser-corrected statistics were reported. Homogeneity of variances was confirmed using Levene’s test of equality of error variances. *Post hoc* comparisons were performed in the case of a significant interaction to determine group differences. Either *t* tests (paired or unpaired) with Bonferroni correction or Tukey’s HSD tests were conducted for multiple comparisons.

### Brainstem RNA sequencing

On P15, 16 h following the final morphine injection (during a state of spontaneous morphine withdrawal), mice were killed, and brains were quickly removed to collect the brainstem containing the medulla and pons. Brainstems were transferred to tubes containing RNAlater were stored at 4°C, then 5 d later were lightly blotted and transferred to new tubes to be stored at −80°C until RNA extraction. RNA was extracted using TRIzol (Qiagen), ethanol precipitation, filtering columns (Qiagen), and elution with sterile, double-deionized water (Yazdani et al., 2015). Samples were diluted to 50 ng/μl. RNA library preparation (poly-A selection) and RNA sequencing (RNA-seq) was conducted at the University of Chicago Genomics Facility on an Illumina NovaSEQ 6000 sequencing system using a NovaSEQ SP-100 bp flowcell/reagent cassette. The 12 multiplexed, pooled samples (6 mice from saline and 6 mice from morphine groups) were sequenced (100 bp single-end) on a single lane of the two-lane flowcell. We used the R/Bioconductor package “scruff” for data preprocessing, including demultiplexing, read alignment, read counting, quality checking, and data visualization (Wang et al., 2019). Reads were trimmed for quality using Trimmomatic (Bolger et al., 2014). Trimmed reads were then aligned to the mm10 mouse reference genome (Ensembl) to generate BAM files for alignment using STAR (Dobin et al., 2013). The featureCounts read summarization program was used to count reads mapping to the “exon” feature in a GTF file obtained from Ensembl (GRCm38). Differential gene expression analysis of normalized read counts from Rsubread (Liao et al., 2019) was performed in R using the exactTest function in edgeR (Robinson et al., 2010). RIN (RNA integrity number) scores from the Bioanalyzer ranged from 8.2 to 8.9, indicating high-quality RNA for sequencing. We obtained an average of 43.7 million reads per sample (range, 35–60 million reads/sample); 97.7–98.6% of these reads had a perfect bar code match. Phred quality scores were all 36.4. Greater than 90% of the reads mapped uniquely to a single locus. FASTQ files and normalized read counts are available for download from the National Center for Biotechnology Information Gene Expression Omnibus (catalog #GSE141066).

### Gene network and pathway enrichment

Network analysis and plot generation were performed using Cytoscape software. Gene expression datasets [containing Log2 fold change (Log_2_FC) and *p* values] were uploaded for pathway analysis, and networks were plotted using known gene interactions imported from the STRING database. All genes with unadjusted *p* values < 0.10 were uploaded for network analysis, which enabled the detection of more broad patterns of gene expression and pathways within specific functional networks. We first analyzed the effect of morphine on gene expression within the combined analysis and included sex as a covariate. For the combined analysis, we plotted the top six GO (Gene Ontology) Biological Process networks that contained <50 genes to simplify viewing of the network plot and avoid overly broad enrichment terms. We then probed sex-specific effects of morphine by separately analyzing females and males, and determined the top KEGG enrichment terms and identified the gene–gene interactions as determined by STRING.

### Alternative splicing

Analysis was performed using the R package ASpli (Mancini et al., 2021; Bioconductor version 1.14.0). We first performed feature extraction of the GTF annotation files to retrieve information regarding gene structure, including intron and exon bins, junctions, and intron flanking regions. Using the BAM files, we mapped RNA-seq reads to the annotated genome to determine read count density for each extracted feature. We determined differential intron/exon bin usage to identify alternative splicing events. We assessed the main effect of morphine treatment on splicing events in sex-collapsed, female-only, and male-only datasets. We also identified splicing events influenced by interactive effects of condition and sex.

### Correlation of read counts with P14 behavioral phenotypes

To gain further insight into the molecular adaptations contributing to the behavioral adaptations induced by morphine, we examined the correlation between gene expression levels and phenotypes collected on P14. We specifically sought to identify genes that were differentially expressed in the morphine condition collapsed across sex and genes with normalized read counts that significantly correlated with P14 phenotypes (hot plate latency, tail withdrawal latency, USVs per minute, distance traveled during USV recordings, and body weights. Pearson product moment correlation coefficients were calculated between the normalized read counts and each of these phenotypes.

## Results

### Reduced weight gain following neonatal morphine exposure

A schematic of the timeline for phenotyping is provided in Figure 1*A*. Hallmarks of NOWS in human neonates are low birth weight and reduced weight gain. On P1, before morphine administration, body weights were similar across mice (Fig. 1*B*; saline, *n* = 29; morphine, *n* = 25). By P2, pups that were administered morphine (*n* = 35) already had significantly lower normalized body weights relative to saline pups (*n* = 41), and this effect persisted through P14 (Fig. 1*B*). Lower-body weights were also evident in morphine-exposed pups (*n* = 18) compared with the saline group (*n* = 18) at P21 and P51 in a subset of mice tested for self-righting and open field behavior (Fig. 1*C*). Body weights for pups that died before P14 (6 of 41 morphine-exposed pups, ∼15%) were excluded from further analyses. Pups were identified as female or male on P14, so sex-specific mortality could not be determined. No deaths were observed in the saline group. Thus, morphine administration from P1 to P14 led to acute reductions in body weights and marked lower weight gain that persisted into adulthood.

**Figure 1.**
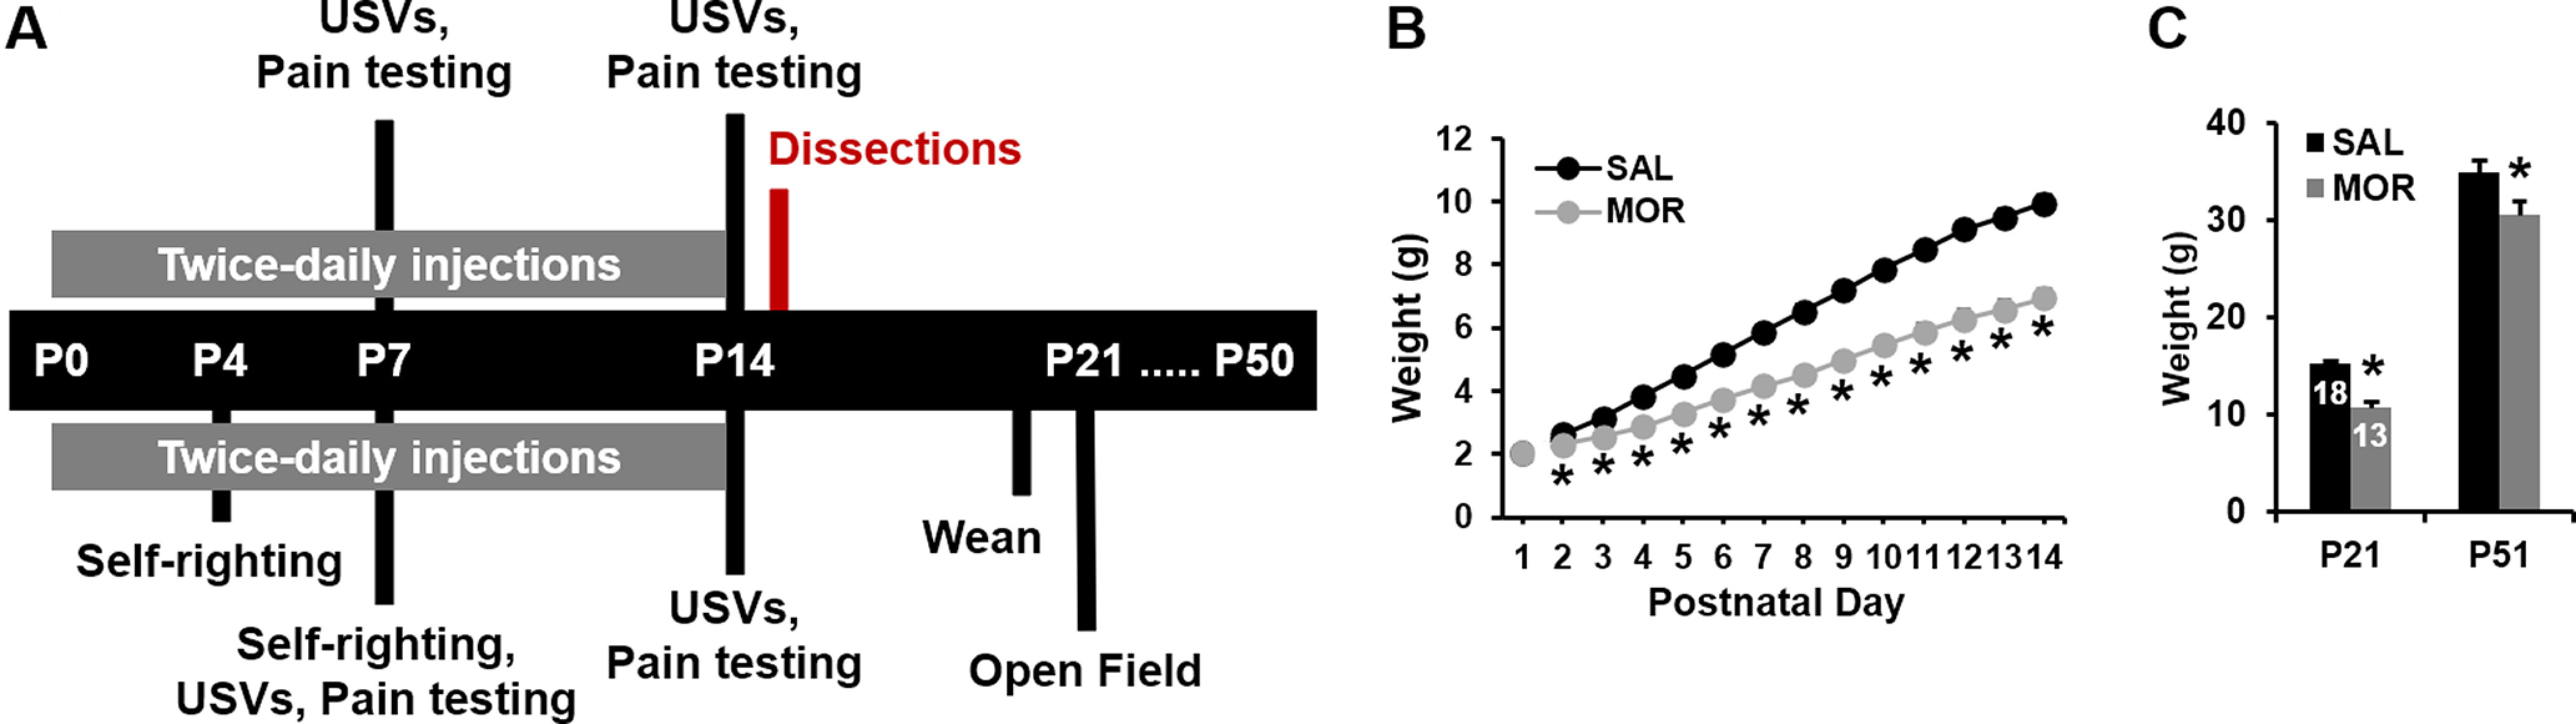
Experimental timeline for repeated neonatal opioid exposure and reduced weight gain. ***A***, Mice underwent assessment for USVs and thermal nociception. A subset of mice also underwent self-righting assessment at P4 and P7 and testing for locomotor activity and center time in the open field on P21. ***B***, In examining changes in body weight, a two-way ANOVA (treatment, sex) revealed no main effect of treatment on P1 (saline, *n* = 29; morphine, *n* = 25; *F*_(1,50)_ = 0.61, *p* = 0.44). Thus, body weight was not significantly different between treatment groups before the first injections. There was the expected main effect of sex (*F*_(1,50)_ = 11.10, *p* = 0.002) but no treatment × sex interaction (*F*_(1,50)_ = 0.78; *p* = 0.31). Body weight was subsequently analyzed from P2 to P14 via RM ANOVA, with treatment and sex as factors and postnatal day as the RM. Mauchly’s test indicated the assumption of sphericity had been violated (χ^2^_(77)_ = 1711.02, *p* < 0.001), so the Greenhouse–Geisser correction was applied (ε = 0.11). There was a main effect of treatment (saline, *n* = 41; morphine, *n* = 35; *F*_(1,72)_ = 98.04, *p* <0.001), postnatal day (*F*_(1.36,97.97)_ = 1526.99, *p* < 0.001), and treatment × postnatal day interaction (*F*_(1.36,97.97)_ = 72.61, *p* < 0.001), but no treatment × sex × postnatal day interaction (*F*_(1.36,97.97)_ = 0.07; *p* = 0.86); thus, the sex-combined data are presented. *Post hoc* pairwise *t* tests revealed significantly lower body weight in the morphine group (*Bonferroni-adjusted *t* tests; all *p* < 3 × 10^−4^; α_adjusted_ = 0.004). ***C***, In examining body weight in the subset of mice that was assessed at P21 and P51, RM ANOVA indicated a main effect of treatment (*F*_(1,27)_ = 29.09, *p* < 0.001), sex (*F*_(1,27)_ = 25.119, *p* < 0.001), postnatal day (*F*_(1,27)_ = 1174.26, *p* < 0.001), and postnatal day × sex interaction (*F*_(1,27)_ = 31.17, *p* < 0.001). In support of the treatment effect, morphine mice had significantly lower body weight compared with saline mice at both P21 (*t_(1,29)_ = −7.33; *p* < 0.001) and P50 (*t_(1,29)_ = −2.27; *p* = 0.03).

### Altered self-righting latency in a sex-specific and development-dependent manner following repeated neonatal morphine exposure

Self-righting from back to abdomen is used to test milestones associated with motor development. On P4, pups administered morphine displayed significantly prolonged normalized latencies to self-right compared with saline mice (Fig. 2). By P7, females administered morphine still exhibited prolonged self-righting latencies compared with all other groups, including morphine-treated males (Fig. 2). Together, our results suggest a morphine-induced developmental delay that was more persistent in morphine-exposed females compared with morphine-exposed males.

**Figure 2.**
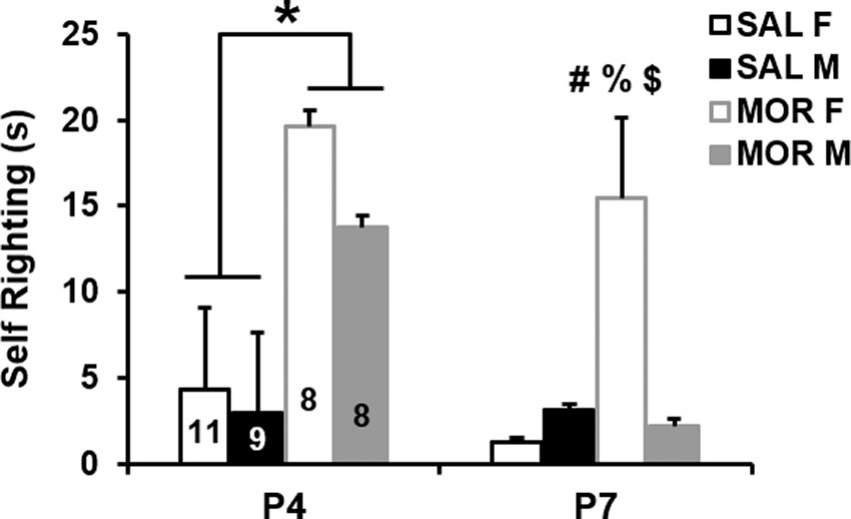
Altered self-righting latency in a sex-specific and development-dependent manner following repeated neonatal morphine exposure. In examining the normalized latency to self-right on P4 and P7, RM ANOVA indicated a main effect of treatment (*F*_(1,32)_ = 49.23; *p* < 0.001), postnatal day (*F*_(1,32)_ = 18.61, *p* < 0.001), and sex (*F*_(1,32)_ = 8.30, *p* = 0.007), as well as treatment × sex (*F*_(1,32)_ = 4.29, *p* = 0.046) and treatment × sex × postnatal day interactions (*F*_(1,32)_ = 4.69, *p* = 0.038). Data from each day were then analyzed separately. On P4, two-way ANOVA indicated a main effect of treatment (*F*_(1,32)_ = 14.09; *p* < 0.001), as morphine-treated mice took 8.47 s longer to self-right on average (95% CI for difference: [4.03, 12.91]; *p < 0.001). On P7, two-way ANOVA indicated a main effect of treatment (*F*_(1,32)_ = 24.24, *p* < 0.001) and a treatment × sex interaction (*F*_(1,32)_ = 8.19; *p* = 0.007) that was explained by significantly longer latencies to self-right in morphine females compared with all other groups: versus saline females (95% CI for difference: [9.64, 27.52]; #*p* < 0.001); versus saline males ([6.66, 25.36]; %*p* < 0.001), and versus morphine males ([1.47, 20.71]; $*p* = 0.02). Morphine-exposed males did not differ significantly from saline control males (*p* = 0.49) or females (*p* = 0.12). Data are presented as the mean ± SEM of raw (non-normalized) data.

### Increases in USVs during maternal separation following repeated neonatal morphine exposure

In rodents, USVs are thought to model a negative affective state and were used as an indicator of opioid withdrawal (Barr et al., 2011). Before running ANOVAs, USV data (cumulative USVs, P4 USVs per minute, and P7 USVs per minute) were percentile rank normalized (Templeton, 2011). We found complex relationships among treatment, sex, age, and time in the USV data. As expected, control pups receiving saline displayed an overall developmental decrease in USVs from P7 through P14 (Noirot, 1966; Fig. 3*A*). Notably, morphine-exposed pups emitted more USVs compared with saline pups on P14, but not on P7 (Fig. 3*A*), which could either be explained by a developmental delay or by spontaneous morphine withdrawal state.

**Figure 3.**
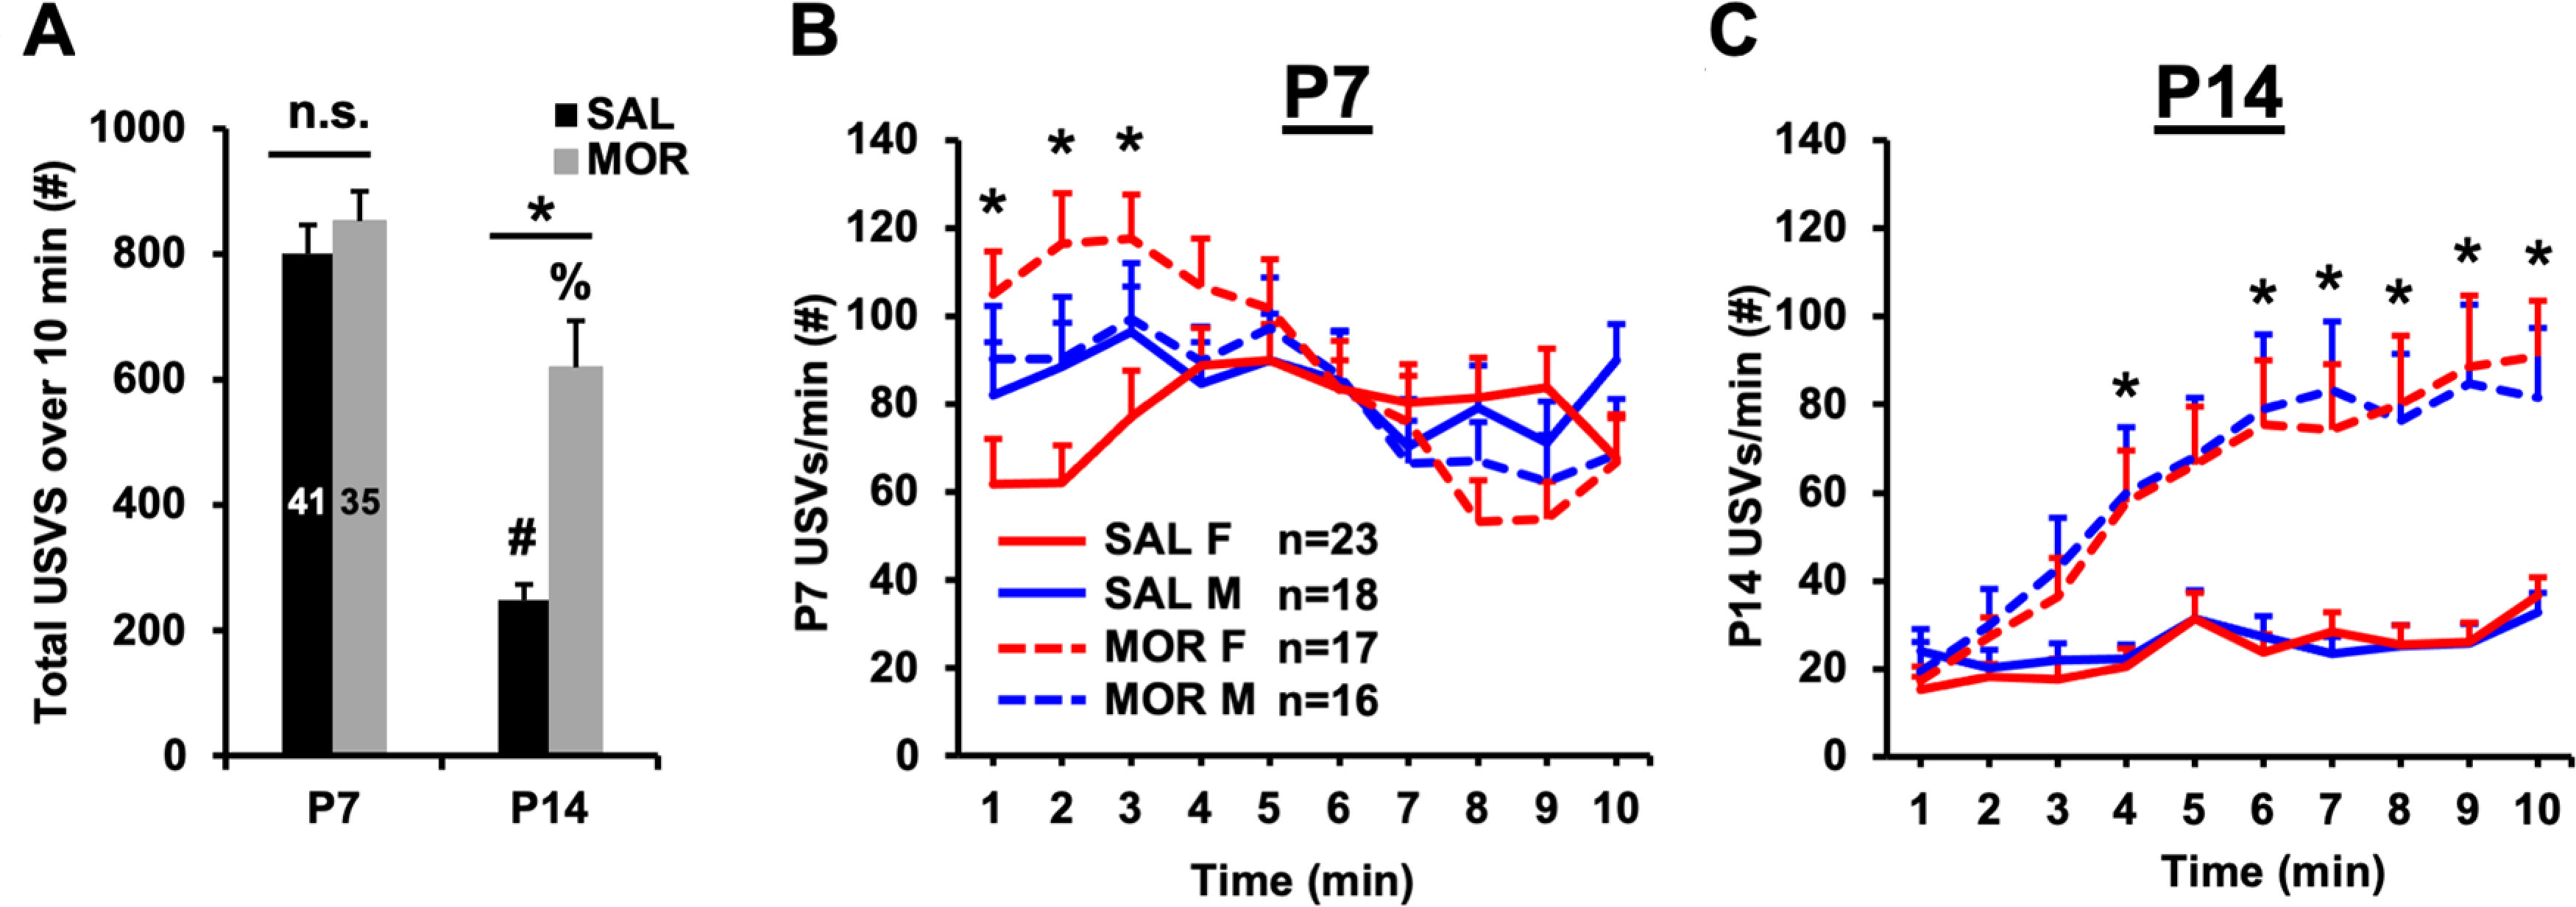
Pronounced increases in USVs during maternal separation following repeated neonatal morphine exposure. ***A***, In examining normalized total USVs emitted over 10 min, RM ANOVA (treatment and sex as factors, postnatal day as the RM) revealed a main effect of treatment (*F*_(1,69)_ = 8.77, *p* = 0.004), postnatal day (*F*_(1,69)_ = 70.89, *p* < 0.001), and treatment × postnatal day interaction (*F*_(1,69)_ = 5.10, *p* = 0.03). There was no effect of sex (*F*_(1,69)_ = 0.05, *p* = 0.82) and no interactions with sex (all *p* > 0.37). Tukey’s *post hoc* comparisons revealed no difference between treatment groups on P7 [95% CI for difference (saline – morphine): [−236.51, 118.56]; *p* = 0.82]. On P14, however, morphine-treated mice emitted more USVs than saline-treated mice [95% CI for difference (saline – morphine): [−531.81, −173.80]; *p < 0.001]. Both the saline- and morphine-treated groups showed a significant reduction in USVs emitted from P7 to P14 (saline group mean difference = −555.40, #*p* < 0.001; morphine group mean difference = −261.56, %*p* = 0.002). ***B***, Greenhouse–Geisser corrections were applied when examining normalized USVs per minute on both P7 and P14 (Mauchly’s test; P7: χ^2^_(44)_ = 117.39, *p* < 0.001, ε = 0.69; P14: χ^2^_(44)_ = 155.41, *p* < 0.001, ε = 0.60). On P7, RM ANOVA (treatment and sex as factors, time as the RM) identified a treatment × sex × time interaction (*F*_(6.22,435.22)_ = 2.34; *p* < 0.03). Subsequent RM ANOVA of females only revealed a significant treatment × time interaction (*F*_(6.07,230.58)_ = 6.91; *p* < 0.001) that was driven by elevated USVs per minute during the first 3 min in morphine-exposed females compared with saline-control females (*Bonferroni adjusted: *p* = 0.004, 0.009, and 0.02, respectively). In contrast, RM ANOVA of males only indicated no significant treatment × time interaction (*F*_(5.29,169.19)_ = 0.83; *p* = 0.54) but only a main effect of time (*F*_(5.29,169.19)_ = 3.54; *p* = 0.004). ***C***, In examining normalized USVs per minute on P14, RM ANOVA (treatment and sex as factors, time as the RM) indicated main effects of treatment (*F*_(1,70)_ = 14.09, *p* < 0.001) and time (*F*_(5.41,378.88)_ = 34.01, *p* < 0.001), and a treatment × time interaction (*F*_(5.41,378.88)_ = 8.19, *p* < 0.001). There was no main effect or interaction with sex (all *p* values > 0.47). We performed unpaired *t* tests between treatment groups (collapsed across sexes) to determine group differences across the 10 min testing period. For minutes 4 and 6–10, morphine-exposed pups emitted significantly more USVs per minute than saline-control pups (*all Bonferroni-adjusted *p* values < 0.03). At minute 5, the same trend was present, but was not significant (adjusted *p* = 0.07). Data are presented as the mean ± SEM of raw (non-normalized) data.

We then analyzed the effects of morphine treatment and sex on USVs in a time-dependent manner (USVs per minute over a 10 min recording period). On P7, morphine-exposed females emitted significantly more USVs per minute than saline control females during the first 3 min of the recording session (Fig. 3*B*). In the males-only analysis, however, there was no significant effect of morphine treatment. On P14, we detected significant elevations in USVs per minute in morphine-treated pups during minute 4 and minutes 6–10 of the recording session (Fig. 3*C*). Unlike on P7, on P14, we did not detect significant effects of sex or interactions of sex with other factors. Our findings indicate that neonatal morphine exposure from P1 to P14 results in elevated USV rates in females that emerge early in the testing session on P7, as well as sex-independent increases in USV rates that emerge during the latter half of the 10 min testing period on P14.

### Concomitant locomotor activity during USV assessment

While there was no effect of prior morphine exposure on normalized total distance, pups in both treatment groups traveled significantly farther on P14 relative to P7, which is likely attributable to normal motor development and increased mobility between these developmental timepoints (Fig. 4*A*). Analyzing average velocity (normalized distance per minute) over the 10 min recording period on P7 revealed significant time-dependent differences between treatment groups, with morphine pups displaying higher velocities during the first 4 min of USV recordings relative to saline controls (Fig. 4*B*). Additionally, independent of time, morphine males had higher average velocities than saline males on P7. Unlike on P7, on P14, there were no significant differences between treatment groups on P14 (treatment × time, *p* = 0.057; Fig. 4*C*).

**Figure 4.**
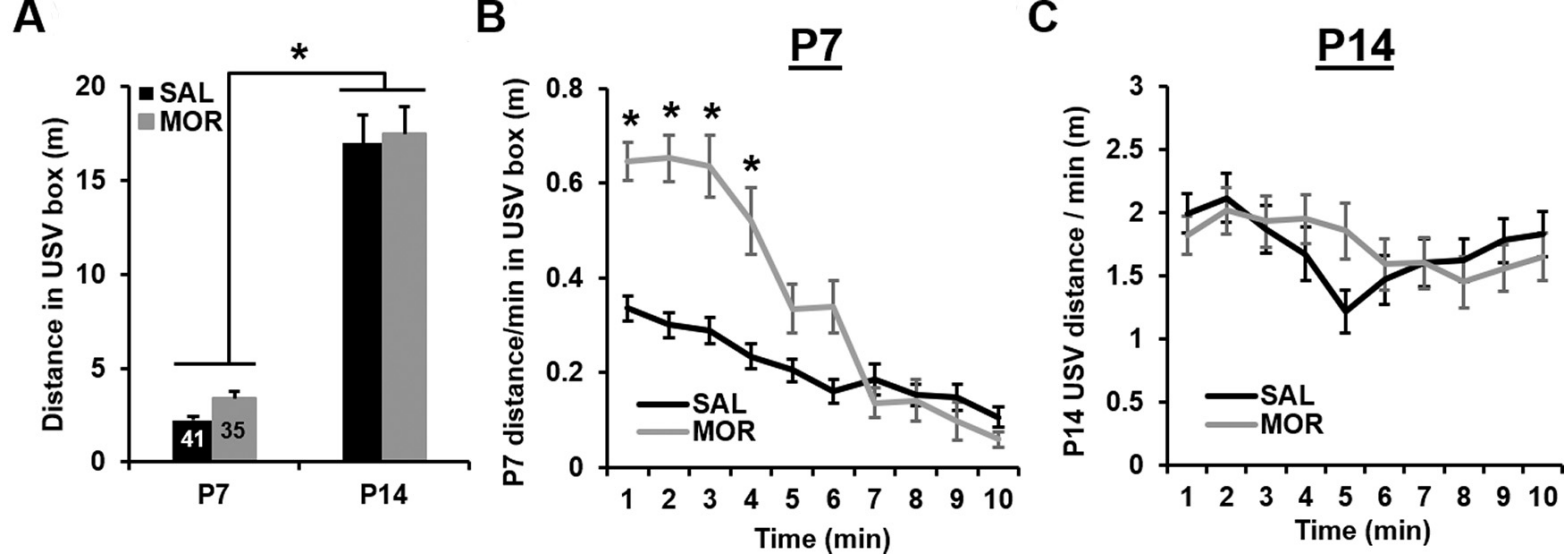
Concomitant locomotor activity during USV recordings following repeated neonatal morphine exposure. ***A***, RM ANOVA of normalized total distance during USV recordings (treatment and sex as factors, postnatal day as the RM) indicated no effect of treatment (*F*_(1,70)_ = 0.78; *p* = 0.38), but there was a significant effect of postnatal day (*F*_(1,70)_ = 199.52, *p < 0.001), as pups traveled an average of 14.36 ± 1.02 m further on P14 versus P7. There was no effect of sex (*F*_(1,70)_ = 0.26, *p* = 0.61), and there were no significant interactions (all *p* values ≥ 0.59). ***B***, To detect any time-dependent effects of morphine on locomotor activity during USV recordings, we also assessed distance traveled per min. Again, data were normalized before parametric analysis and Greenhouse–Geisser corrections were applied (Mauchly’s test; P7: χ^2^_(44)_ = 135.38, *p* < 0.001, ε = 0.67; P14: χ^2^_(44)_ = 233.39, *p* < 0.001, ε = 0.52). On P7, RM ANOVA (treatment and sex as factors, time as the RM) indicated the main effects of treatment (*F*_(1,71)_ = 0.67, *p* = 0.04) and time (*F*_(6.03,428.15)_ = 77.96, *p* < 0.001), and significant treatment × time (*F*_(6.03,428.15)_ = 15.81, *p* < 0.001) and treatment × sex (*F*_(1,71)_ = 4.29, *p* = 0.04) interactions. The time × treatment interaction was driven by increased distance traveled by morphine-exposed pups during minute 1 through minute 4 of USV recordings (*all adjusted *p* values ≤ 0.02; unpaired *t* tests with Bonferroni correction). The treatment × sex interaction was driven by an increase in distance traveled in morphine-exposed males relative to saline males (0.12 ± 0.04 m; Bonferroni-adjusted *p* = 0.006). ***C***, On P14, RM ANOVA (treatment and sex as factors, time as the RM) indicated a main effect of time (*F*_(4.7,333.70)_ = 4.86, *p* < 0.001) and a near-significant time × treatment interaction (*F*_(4.7,333.70)_ = 2.21, *p* = 0.057). There was no main effect of sex or interactions with sex (*p* values > 0.23). In contrast to P7, there was no significant difference between saline control and morphine-exposed mice at any time point (all Bonferroni-adjusted *p* values ≥ 0.53). Data are presented as the mean ± SEM of raw (non-normalized) data.

### Altered USV syllable repertoires following repeated neonatal opioid exposure

We used MUPET (Van Segbroeck et al., 2017) to determine whether morphine exposure during early postnatal development caused changes in the spectrotemporal patterns of USV syllables. Our analysis showed an overall difference in the USV spectrotemporal patterns between P7 and P14 groups (Fig. 5; age, ***p < 0.001 for all parameters tested), suggesting that the USVs were developmentally regulated. In support of this observation, in saline controls, there was a developmental decrease in syllable duration (Fig. 5*A*; ∼43.43%) and an increase in intersyllable interval (Fig. 5*B*; ∼4.9-fold change). Additionally, in P14 saline controls, there was an overall decrease in minimum frequency (Fig. 5*C*; ∼27.47%), maximum frequency (Fig. 5*D*; ∼20.82%), mean frequency (Fig. 5*E*; ∼27.14%), and frequency bandwidth (Fig. 5*F*; ∼12.90%). Overall, we did not observe effects of sex or interactions with sex in our analysis (Fig. 5*A–F*), suggesting that the USV spectrotemporal patterns were not different between females and males.

**Figure 5.**
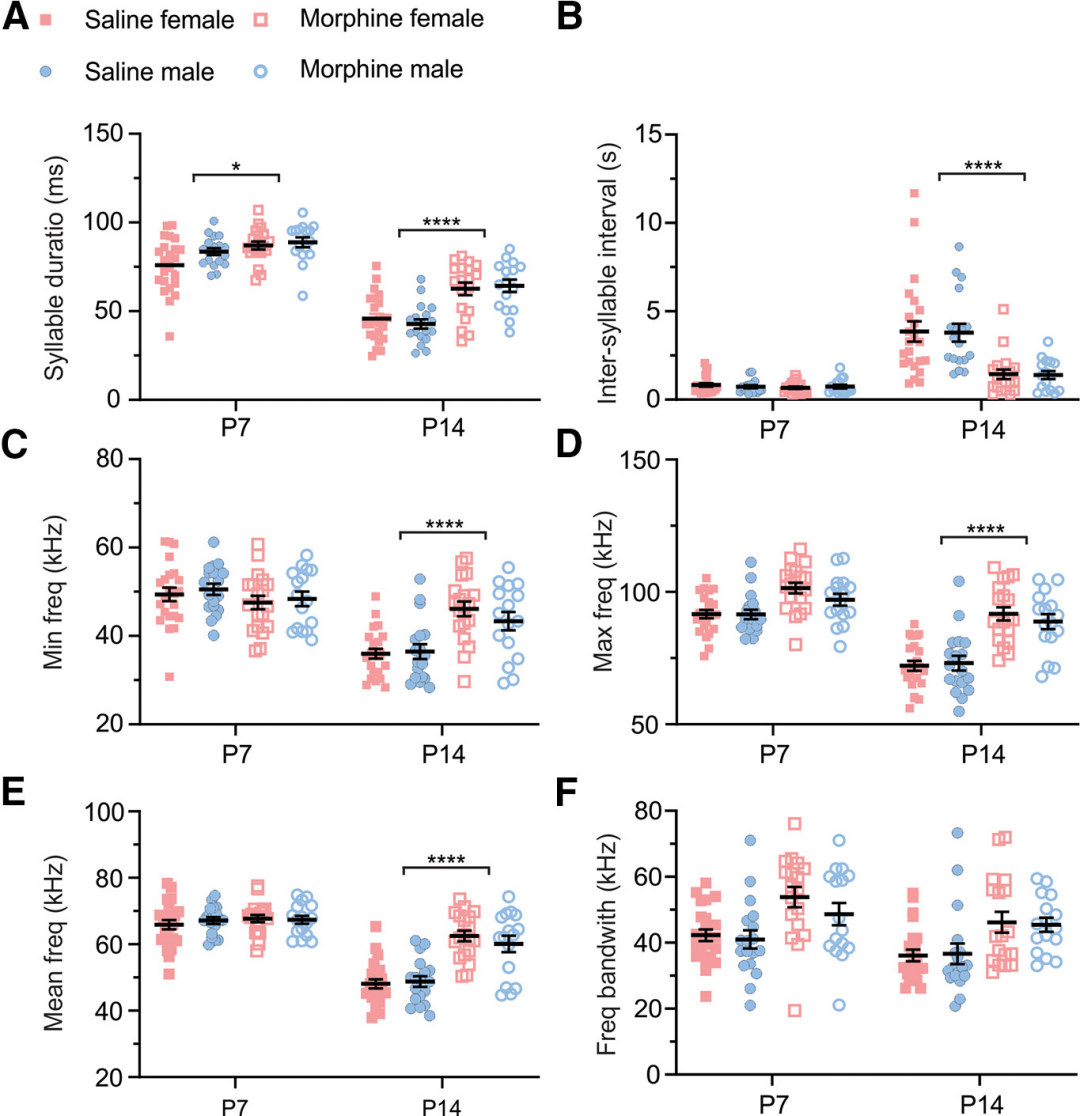
Changes in ultrasonic vocalizations following repeated neonatal morphine exposure. ***A***, There was an increase in normalized syllable duration in morphine-exposed females and males on P14 relative to saline controls. There were main effects of treatment (*F*_(1,40)_ = 42.97, ****p <* *0.0001), postnatal day (*F*_(1,40)_ = 240.0, ****p <* *0.0001), and a significant treatment × postnatal day interaction (*F*_(1,28)_ = 6.15, *p =* *0.02). There was no main effect of sex (*F*_(1,72)_ = 0.75, *p *=* *0.39) or any interactions with sex (treatment × sex: *F*_(1,72)_ = 0.004, *p *=* *0.95; age × treatment × sex: *F*_(1,72)_ = 1.09, *p *=* *0.30). Tukey’s *post hoc* comparisons revealed the following: P7: saline versus morphine, *p =* *0.0249; P14: saline versus morphine, ****p <* *0.0001. ***B***, Repeated morphine exposure led to a decrease in normalized intersyllable interval in female and male P14 mice relative to saline controls. There were main effects of treatment (*F*_(1,40)_ = 60.06, ****p <* *0.0001) and postnatal day (*F*_(1,40)_ = 138.3, ****p <* *0.0001) as well as a significant treatment × postnatal day interaction (*F*_(1,28)_ = 54.82, ****p <* *0.0001). Again, there were no main effects of sex (*F*_(1,144)_ = 0.15, *p* = 0.69) or any interactions with sex (treatment × sex: *F*_(1,144)_ < 0.001, *p *=* *0.9854; treatment × postnatal day × sex: *F*_(1,144)_ = 0.08, *p* = 0.77). Tukey’s *post hoc* comparisons revealed the following: P7: saline versus morphine, *p *=* *0.99; P14: saline versus morphine, ****p < 0.0001. ***C***, Chronic opioid exposure led to an increase in normalized minimum frequency in female P14 mice relative to saline controls. There was a main effect of postnatal day (*F*_(1,40)_ = 192.10, ****p <* *0.0001) and a significant treatment × postnatal day interaction (*F*_(1,28)_ = 25.55, ****p <* *0.0001). There was no main effect of treatment (*F*_(1,40)_ = 3.489, *p* = 0.0691), no main effect of sex (*F*_(1,72)_ < 0.001, *p* = 0.98), and no interactions with sex (treatment × sex: *F*_(1,72)_ = 0.22, *p *=* *0.64; treatment × postnatal day × sex: *F*_(1,72)_ = 0.46, *p* = 0.50). Tukey’s *post hoc* comparisons revealed the following: P7: saline versus morphine, *p *=* *0.28; P14: saline versus morphine, ****p <* *0.0001. ***D***, Repeated morphine exposure led to an overall increase in normalized maximum frequency relative to saline controls. There were main effects of treatment (*F*_(1,40)_ = 71.76, ****p <* *0.0001) and postnatal day (*F*_(1,40)_ = 71.08, ****p <* *0.0001) and a significant treatment × postnatal day interaction (*F*_(1,28)_ = 29.02, ****p <* *0.0001). There was no main effect of sex (*F*_(1,72)_ = 0.96, *p* = 0.33), and there were no interactions with sex (treatment × sex: *F*_(1,72)_ = 1.11, *p* = 0.30; treatment × postnatal day × sex: *F*_(1,72)_ = 0.10, *p* = 0.76). Tukey’s *post hoc* comparisons revealed the following: P7: saline versus morphine, *p *=* *0.13; P14: saline versus morphine, ****p <* *0.0001. ***E***, Chronic opioid exposure led to an increase in normalized mean frequency in female and male P14 mice relative to saline controls. There were main effects of treatment (*F*_(1,40)_ = 42.90, ****p <* *0.0001) and postnatal day (*F*_(1,40)_ = 107.1, ****p <* *0.0001), and a significant treatment × postnatal day interaction (*F*_(1,28)_ = 33.73, ****p <* *0.0001). There was no main effect of sex (*F*_(1,72)_ = 0.06, *p* = 0.82), and there were no interactions with sex (treatment × sex: *F*_(1,72)_ = 0.78, *p* = 0.38; treatment × postnatal day × sex: *F*_(1,72)_ = 0.16, *p* = 0.69). Tukey’s *post hoc* comparisons revealed the following: P7: saline versus morphine, *p *=* *0.95; P14: saline versus morphine, ****p <* *0.0001. ***F***, Chronic opioid exposure led to an overall increase in frequency bandwidth across groups relative to saline controls. There were main effects of both treatment (*F*_(1,40)_ = 28.50, ****p <* *0.0001) and postnatal day (*F*_(1,40)_ = 13.98, ***p =* *0.0006), with no significant treatment × postnatal day interaction (*F*_(1,28)_ = 1.676, *p* = 0.2068). There was no main effect of sex (*F*_(1,72)_ = 0.4988, *p* = 0.4823), and there were no interactions with sex (treatment × sex: *F*_(1,72)_ = 0.1259, *p* = 0.7238; treatment × postnatal day × sex: *F*_(1,72)_ = 0.3515, *p* = 0.5551). For all parameters, we performed a three-way ANOVA mixed-effects model followed by a Tukey’s *post hoc* test.

For all the parameters measured (Fig. 5*A–F*), we observed an effect of treatment, suggesting that repeated morphine exposure altered the spectrotemporal patterns of USVs, relative to saline controls. Additionally, we observed an effect of postnatal day × treatment in all but one parameter measured [Fig. 5*A–E* (but not Fig. 5*F*)], suggesting that alterations in spectrotemporal USV patterns as a results of prior morphine exposure depend on postnatal day. In support, *post hoc* analysis indicated that for several parameters, repeated morphine administration had the most robust effects on P14 (Fig. 5*A–F*; syllable duration, intersyllable interval, maximum frequency, and mean frequency; saline vs chronic opioid exposure, ***p <* *0.001), relative to P7 timepoints. Last, for all the parameters measured (Fig. 5*A–F*), we did not observe any treatment × sex interactions or any treatment × sex × day interactions. Together, these data suggest that USV spectrotemporal patterns are developmentally regulated and are altered by repeated morphine exposure, regardless of sex.

We next categorized syllable repertoires in female and male mice administered saline (controls) and arranged repertoires based on spectrotemporal similarity (Fig. 6*A****–****H*). We found that although syllable units between female and male saline mice were overall highly similar on P7 (Pearson’s correlation, 0.90 ± 0.02; Fig. 6*I*, left, *J*), there were some subsets of syllable repertoires that were highly similar or distinct (Fig. 6*A–D*, red and blue squares, respectively). In contrast to the relative similarity found between the sexes at P7, Pearson’s correlation values indicated a more robust difference in syllable repertoires between the reference group (saline females at P7) and both the saline female group and the saline male group at P14 (Figs. 6*E–I*, right, *J*, 7*C*; values obtained from the diagonal; P7 saline female group vs P14 saline female and male groups, Pearson’s correlation, ≤0.70). Overall, our findings suggest that independent from morphine exposure, our approach had the sensitivity to detect developmental changes in the spectrotemporal patterns of USV syllable repertoires of early postnatal mice. In addition, these results suggest a transition in the spectrotemporal structure of USV syllables during the first 2 weeks of postnatal development.

**Figure 6.**
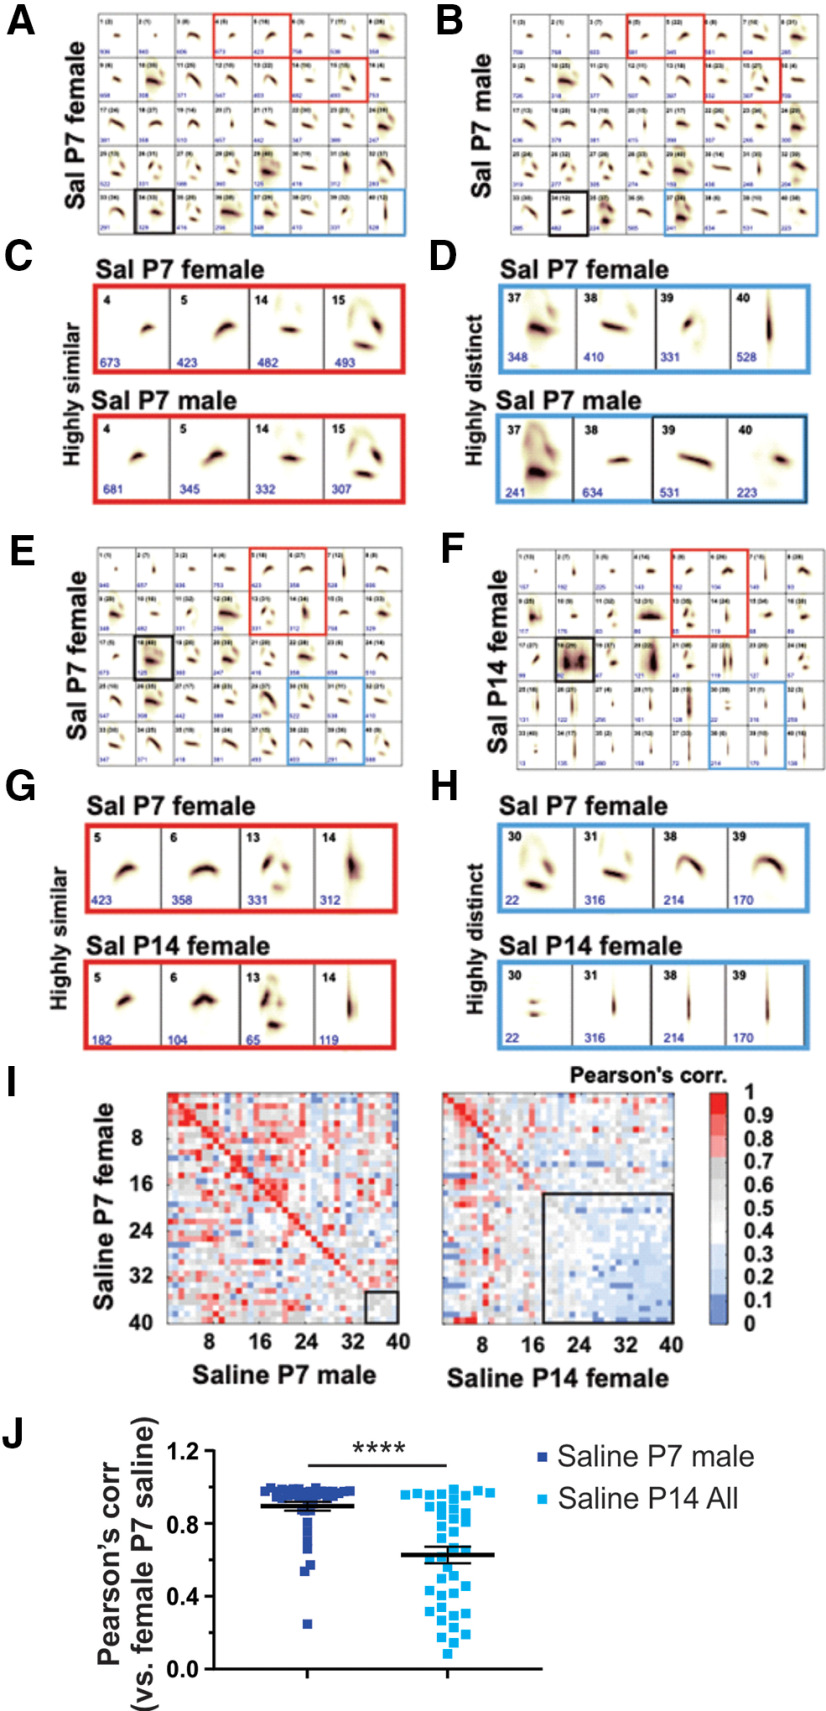
USV spectrotemporal structure is developmentally regulated from the first postnatal week (P7) to the second postnatal week (P14). ***A***, ***B***, Repertoires showing the 40 syllable types (average shape; top black numbers, syllable number) learned from processing recordings across the P7 saline datasets. Syllable types are listed in order of frequency of use from left to right (1–40), with the total number of syllables that are present in each syllable unit given in blue. Black number in parenthesis, original syllable number from datasets before performing comparison analysis. Red and blue squares are examples of highly similar or distinct syllables across groups, respectively. Pearson similarity scores are <0.70 after syllable labeled with bold black square. ***C***, ***D***, Examples of highly similar (***A***, ***B***, red squares) and distinct syllables across saline P7 groups. ***E***, ***F***, Same as in ***A*** and ***B***, but syllables learned from saline P7 and P14 datasets. ***D–G***, Examples of highly similar (***A***, ***B***, red squares) and distinct syllables across saline P7 groups. ***A–H***, The lower side of each syllable frame is 150 ms. ***I***, Similarity matrix of the spectral types of pairs of syllable units learned from comparisons between reference groups (saline P7 females) and saline P7 male mice (left panel) or saline P14 female mice (right panel). The matrix diagonal gives the Pearson correlation for sequential pairs of syllables from compared datasets ranked from most to least similar (e.g., syllable 1 in both repertories are highly similar). Bold black square in the similarity matrix indicates highly distinct syllable units (Pearson score, ≤0.70) and increases in saline P7/P14 comparison (left panel) relative to P7 comparisons (right panel), suggesting developmental regulation of USV spectrotemporal structure. ***I***, ***J***, Mean Pearson correlation values obtained from the diagonal in comparisons of saline P7 male (***I***, left) and P14 groups of both sexes (***I***, right; Fig. 7*C*) to saline P7 female mice, the “Reference Group.” Red and blue values, Pearson correlations for highly similar and distinct pairs of syllables, respectively. Saline P7 males versus saline P14 sex-combined (“All”). ****p <* *0.0001, *t* test. Data are presented as the mean ± SEM.

At P7, Pearson’s correlation values and similarity matrices indicated little effect of morphine in females or males, as demonstrated by the high correlation relative to P7 saline females (Fig. 7*A*,*B*, concentrated red hues in matrix diagonal) and by the sex-collapsed morphine group (Fig. 7*F*, left) relative to the P7 saline female reference group. These results suggest that repeated morphine administration had no detectable effect on the spectrotemporal structure of USVs on P7. Additionally, in contrast to the discordance in USV profiles noted between P7 and P14 saline mice (Figs. 6*I*,*J*, 7*C*, low correlation indicated by blue hues in matrix diagonal), morphine-treated mice showed greater USV profile similarity (or, i.e., less robust dissimilarity) at P14 when compared with the P7 saline reference group (Fig. 7*D****–****F*). Therefore, early developmental morphine exposure slowed the developmental trajectory of the USV spectrotemporal structure to more closely resemble the earlier P7 repertoire. Alternatively, the morphine spontaneous withdrawal state on P14 could mimic USV spectrotemporal effects that are consistent with a developmental delay.

**Figure 7.**
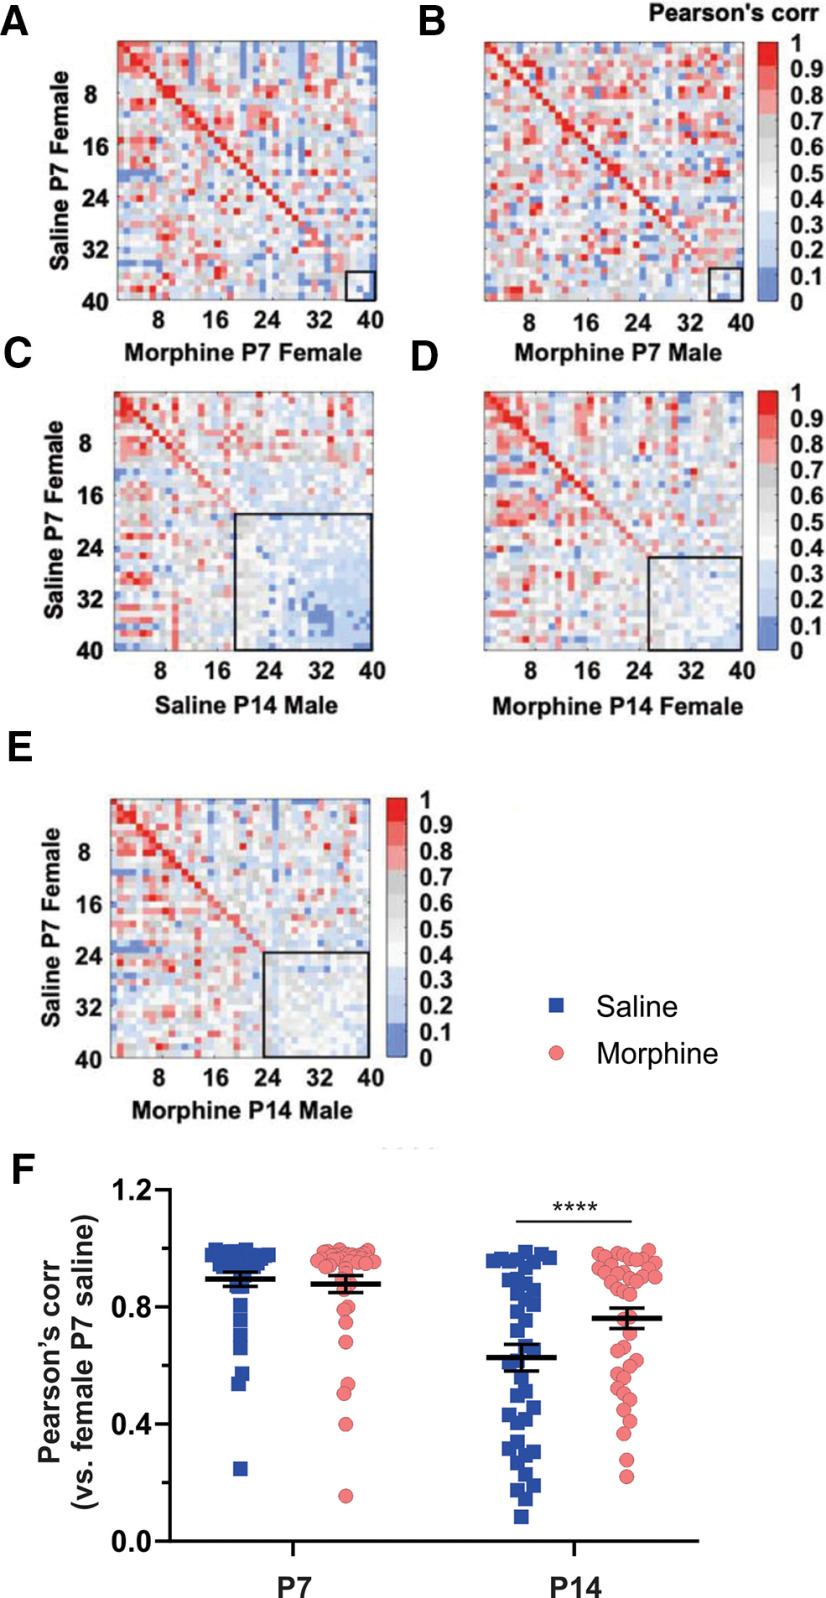
Changes in the spectrotemporal patterns of USV syllables following repeated neonatal morphine exposure at P7 and at P14. ***A–E***, Following morphine exposure: similarity matrices of the spectral types of syllable unit pairs learned from reference group (saline P7 female) compared with morphine P7 female (***A***) and male (***B***), saline P14 male (***C***), and morphine P14 female (***D***) and male (***E***). ***F***, Mean Pearson correlation values obtained from the diagonal in comparisons of all groups to the Reference Group: age: ****p <* *0.0001, *F*_(1,78)_ = 119.30; treatment: *p *=* *0.20, *F*_(1,78)_ = 1.68; postnatal day × treatment: ****p <* *0.0001, *F*_(1,78)_ = 18.17. P7 saline versus morphine, *p *=* *0.93; P14 saline versus morphine, *p =* *0.01. We performed a two-way RM ANOVA (*F*_(DFn,DFd),_ followed by a Sidak’s post-test. Data are presented as the mean ± SEM.

### Thermal hyperalgesia following repeated neonatal morphine exposure

Repeated morphine exposure from P1 to P14 led to hyperalgesia. At P7 and P14, morphine-exposed pups showed a shorter normalized latency to respond to a nociceptive stimulus relative to saline control pups on the hot plate (Fig. 8*A*) and tail withdrawal (Fig. 8*B*) assays. Morphine females tended to show enhanced hyperalgesia (shorter latencies) compared with morphine males in the tail withdrawal assay, although this result did not reach statistical significance (Fig. 8*B*; *p* = 0.07).

**Figure 8.**
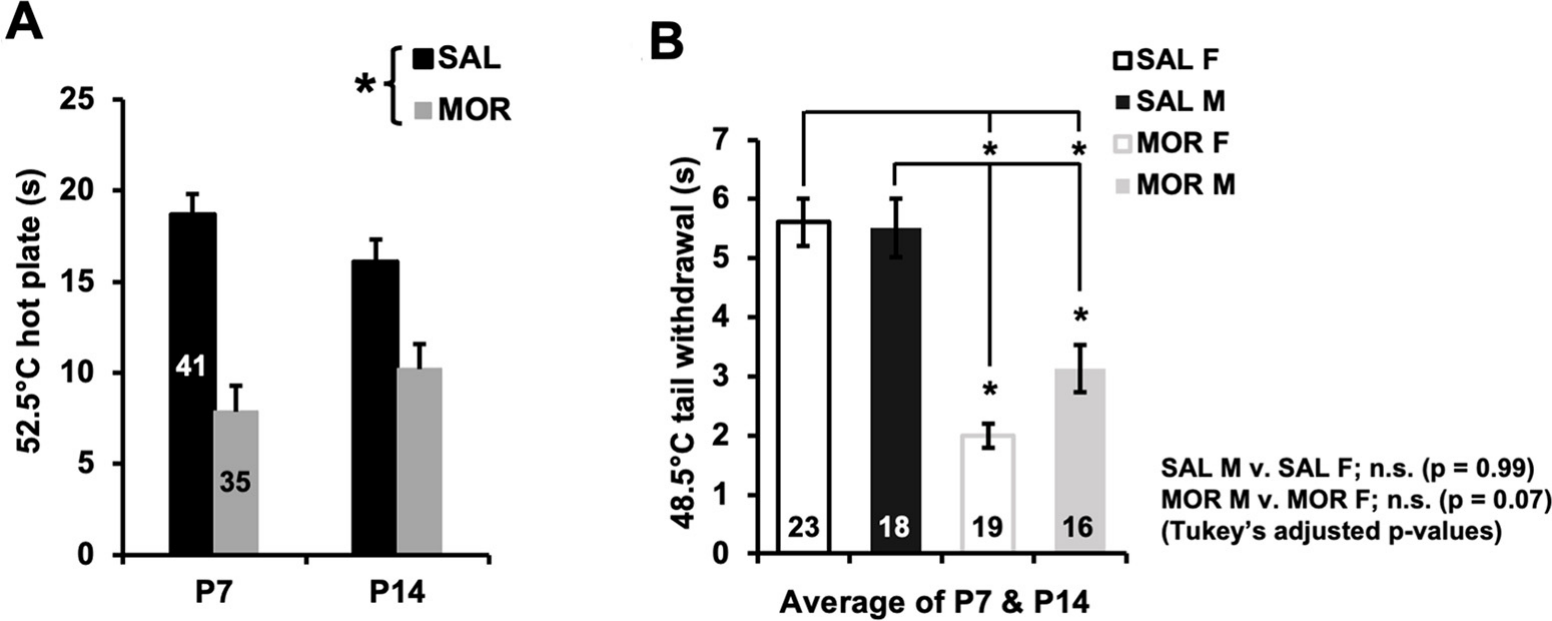
Thermal hyperalgesia following repeated neonatal morphine exposure. ***A***, In examining normalized thermal nociceptive sensitivity on the 52.5°C hot plate, RM ANOVA (treatment and sex as factors; postnatal day as the RM) revealed a main effect of treatment (*F*_(1,72)_ = 65.01, *p < 0.001) but no effect of sex (*F*_(1,72)_ = 0.52; *p* = 0.47) or postnatal day (*F*_(1,72)_ = 0.04; *p* = 0.85), and no interactions (all *p* values ≥ 0.24). Morphine-treated pups displayed a nociceptive response of 8.91 ± 1.11 s (mean ± SEM) sooner (*p* < 0.001) than saline-treated pups on average, supporting the presence of hyperalgesia. ***B***, In examining normalized thermal nociceptive sensitivity in the 48.5°C tail withdrawal assay, RM ANOVA (treatment and sex as factors, postnatal day as a repeated measure) indicated a main effect of treatment (*F*_(1,70)_ = 60.98, *p* < 0.001), postnatal day (*F*_(1,70)_ = 4.96, *p* = 0.029), and a treatment × sex interaction (*F*_(1,70)_ = 4.83, *p* = 0.03). However, there were no interactions with day (*p* values > 0.19), and, thus, tail withdrawal latencies were averaged across P7 and P14 to more clearly and specifically illustrate the treatment × sex interaction. *Post hoc* analysis revealed lower latencies in both morphine-treated males and females relative to all saline groups (Tukey’s test: SAL males vs MOR males, *p* = 0.002; SAL males vs MOR females, *p* < 0.001; SAL females vs MOR females, *p* < 0.001; SAL females vs MOR males, *p* < 0.001). While there was no difference in latencies between saline-treated males and females (*p* = 0.99), there was a nonsignificant lower latency in morphine-treated females compared with morphine-treated males (*p* = 0.072), hinting at greater hyperalgesia. Data are presented as the mean ± SEM of raw (non-normalized) data, averaged across P7 and P14.

### Decreased locomotor activity in the open field at P21 following repeated neonatal morphine exposure

We measured distance traveled and time spent in the open field arena at P21 in a subgroup of mice that were previously administered saline (*n* = 20) or morphine (*n* = 15). Prior morphine exposure was associated with decreased distance traveled compared with saline mice (Fig. 9*A*), and there was a nonsignificant decrease in the percentage of time spent in the center of the open field associated with morphine exposure (*p* = 0.053; Fig. 9*B*). Both of these effects could reflect increased anxiety-like behavior and/or decreased exploratory behavior resulting from early postnatal administration of morphine.

**Figure 9.**
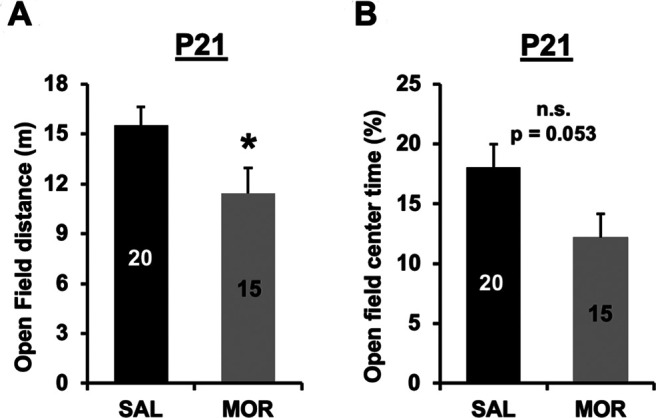
Decreased locomotor activity in the open field on P21 following repeated neonatal morphine exposure. ***A***, In examining distance traveled in the open field assay on P21, there was a main effect of treatment (*F*_(1,31)_ = 4.66, *p = 0.039), indicating that morphine-exposed mice showed less locomotor activity compared with saline control mice. There was no effect of sex (*F*_(1,31)_ = 0.07, *p* = 0.79) and no interaction (*F*_(1,31)_ = 0, *p* = 0.99). ***B***, In examining the percentage of time spent in the center of the open field, there was a nonsignificant effect of treatment (*F*_(1,31)_ = 4.15, *p* = 0.053). There was no effect of sex (*F*_(1,31)_ = 0.001; *p* = 0.97) and no treatment × sex interaction (*F*_(1,31)_ = 0.17; *p* = 0.68). We note that the decreased locomotor activity in the morphine-exposed mice could concomitantly affect the overall time spent in the center and, thus, by extension, could affect the percentage of time spent in the center of the open field as an anxiety-like measure.

### Effect of spontaneous morphine withdrawal from repeated morphine exposure on P1 through P14 on the brainstem transcriptome at P15

We first compared morphine-exposed groups to saline control mice in the sex-combined dataset. 

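Brainstem RNA (medulla and pons) was taken at P15, 16 h after the last injection, from 12 outbred mice: 3 saline females, 3 saline males, 3 morphine females, and 3 morphine males. The mice had received saline or 15 mg/kg morphine 2 times daily from P1 to P14, and each mouse gave 1 library. The authors sequenced poly-A RNA as 100 bp single-end reads, with the 12 libraries pooled on 1 lane. They trimmed the reads with Trimmomatic, aligned them to mm10 with STAR, and counted those on the exons of each gene of an Ensembl GRCm38 annotation with featureCounts. The deposited values are these counts for 55418 genes, and they are whole numbers with a different total in each library, so they carry no normalization. Between 27850565 and 48097947 counts per mouse fell on genes. The median was 34430062 in saline females, 34993070 in saline males, 32347329 in morphine females, and 31867942 in morphine males. Genes were tested with the quasi-likelihood test of edgeR after TMM normalization and the filterByExpr filter on low counts, with sex as a covariate in the sex-combined fit. As in the paper, DE genes had an unadjusted *p* under 0.05 and an absolute log2 fold change over 0.26. Fold changes are morphine over saline, levels are CPM after TMM normalization, and gene positions are those of GENCODE M21 on GRCm38. The paper's text does not name a strand setting for the counting, so the counts of antisense and overlapping genes are uncertain, and so are those of genes with near-identical copies. *Xist*, which is expressed from the inactive X chromosome, lay between 547 and 970.5 CPM in the females and between 0.398 and 2.71 CPM in 5 of the males. In the library labelled morphine male 6 it was at 379.9 CPM, while the Y-linked *Ddx3y*, *Eif2s3y*, *Kdm5d*, and *Uty* were at 12.8, 19.0, 12.4, and 9.03 CPM, between 8.35% and 29.5% of the mean of the other males. This library stayed in its labelled group.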

Because mice were similarly administered twice daily morphine injections on P14 after phenotypic assessment, they were in a similar state of spontaneous morphine withdrawal on P15 when the brain tissue was harvested (10:00 A.M.; ∼16 h after the evening morphine injection on P14 at 4:00 P.M.). 

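In the sex-combined comparison of 6 morphine and 6 saline mice, 18608 genes were tested and 246 (1.32%) had an unadjusted *p* under 0.05. Of these, 221 also passed the fold-change threshold, 113 higher and 108 lower in morphine mice, and 0 had an adjusted *p* under 0.05. Testing every gene without a filter on low counts moved the number of DE genes most, to 754. Without saline male 3 there were 458. With scaling by total counts in place of TMM, 72.7% of the DE genes were higher in morphine mice, against 51.1%. The levels of the groups did not overlap for 7 genes (0.0376%), where chance gives 0.216% for 6 mice against 6. *Cdca5* (ENSMUSG00000024791, chromosome 19, 6084983 to 6091777), which had the smallest unadjusted *p*, was at 0.838 ± 0.216 CPM (SD, n = 6) in morphine mice and 0.426 ± 0.083 CPM (SD, n = 6) in saline mice. Its log2 fold change was 0.96 (standard error 0.23), and the exact permutation *p* of such a separation is 0.00216, the smallest that 6 mice against 6 allow. *Melk* (log2 fold change 0.63), *Krt25* (-0.70), *Zfp36* (-0.47), and the long noncoding RNA gene 4930404H11Rik (-1.13) were separated in the same way, and none of the 5 genes had an adjusted *p* below 1.00 from edgeR's quasi-likelihood test.

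The paper names 8 genes from this comparison in its text and its qPCR table (Extended Data Fig. 10-7), and 7 of them passed both thresholds. Adjusted over the list alone, 3 of the 8 had an adjusted *p* under 0.05 in edgeR's quasi-likelihood test, against 0 when adjusted over all genes. The paper chose the list on these libraries, so this is not independent evidence. *Hist1h2bc* (ENSMUSG00000018102, chromosome 13, 23684199 to 23692908), a member of a histone family whose reads could be split between its genes, was lower in morphine mice, with a log2 fold change of -0.38 (standard error 0.12). It passed in each of the 12 fits that left out 1 mouse. *Magel2* (chromosome 7, 62377010 to 62381640) was higher by 0.30 (standard error 0.13), but it did not pass with edgeR's exactTest, and it passed in 4 of the 12 fits. *Gabra6* (ENSMUSG00000020428, chromosome 11, 42306437 to 42321072) had a log2 fold change of 0.99 (standard error 0.44). Its level was 19.1 CPM in morphine male 5 and at most 8.66 CPM in the other libraries, and without this mouse the log2 fold change was 0.65 and no longer passed. It passed in 5 of the 12 fits. *Itm2a* (chromosome X, 107397099 to 107403376) had a log2 fold change of 2.67 (standard error 0.80), which came from 32.3 CPM in morphine female 1 and 24.0 CPM in the library labelled morphine male 6. The other libraries lay between 1.28 and 2.33 CPM, and without morphine female 1 the log2 fold change was 1.54 and no longer passed.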

We identified 123 DE genes at Log_2_FC > ±0.26 and *p* < 0.05 (Fig. 10*A*, Extended Data Figs. 10-1, 10-2). Several DE genes were of interest given their potential involvement in NOWS, including the upregulation of *Slc6a2*, which encodes the norepinephrine transporter, and the downregulation of *Onecut3*, which encodes a transcription factor involved in the development of noradrenergic neurons (Espana and Clotman, 2012). 

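*Slc6a2* (ENSMUSG00000055368) lies on chromosome 8 from 92960079 to 93001667. Its level was 5.60 ± 1.90 CPM (SD, n = 6) in morphine mice and 4.07 ± 0.685 CPM (SD, n = 6) in saline mice. The log2 fold change was 0.45 (standard error 0.22), and it did not pass the threshold on *p*. The adjusted *p* from edgeR's quasi-likelihood test was 1.00. It passed with the DESeq2 Wald test, with scaling by total counts, and without a filter on low counts. Across the fits that each left out 1 mouse, the log2 fold change lay between 0.26, without morphine female 3, and 0.60, without morphine female 2, where it passed. It also passed without morphine male 4. *Onecut3* (ENSMUSG00000045518) lies on chromosome 10 from 80494835 to 80517276 and was measured at 2.35 ± 0.300 CPM (SD, n = 6) in morphine mice and 1.91 ± 0.197 CPM (SD, n = 6) in saline mice. It was higher in morphine mice, with a log2 fold change of 0.30 (standard error 0.14). It passed both thresholds, with an unadjusted *p* of 0.0489 from edgeR's quasi-likelihood test. It passed in 3 of the 12 fits that each left out 1 mouse, and the smallest value, 0.23, came without morphine female 3. Of 12 other settings, counting those chosen after the data were seen, it passed under 6, scaling by total counts among them. With exactTest, DESeq2, or the offsets for GC content and gene length it did not pass.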

We next explored the overall contribution of sex to the transcriptional changes in the brainstem induced by prior morphine exposure. In females, we identified 320 DE genes at Log_2_FC > ±0.26 and *p* < 0.05 (Fig. 10*B*, Extended Data Figs. 10-3, 10-4), including the downregulation of *Nup35*, a nucleoporin gene, and *Serpind1*, part of the serpin gene superfamily that is involved in inflammation. 

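In the 6 females, 18109 genes were tested, 343 (1.89%) had an unadjusted *p* under 0.05, and 328 were DE genes, 168 higher and 160 lower in morphine mice. The number with an adjusted *p* under 0.05 was 0 with edgeR's quasi-likelihood test, 3 with exactTest or DESeq2, and 77 with the quasi-likelihood test without a filter on low counts. The number of DE genes moved most without saline female 4, to 1482. For 1052 genes (5.81%) the levels of the groups did not overlap, where chance gives 10% for 3 mice against 3, and the exact permutation *p* of such a separation is 0.1, the smallest this design allows. *Nup35* (ENSMUSG00000026999) lies on chromosome 2 from 80617236 to 80658906. It was at 1.49 ± 0.344 CPM (SD, n = 3) in morphine females and 5.21 ± 0.843 CPM (SD, n = 3) in saline females. The log2 fold change was -1.81 (standard error 0.24), and its adjusted *p* of 0.361 from edgeR's quasi-likelihood test was the smallest among females. Across the alternative settings its adjusted *p* ranged from 2.20e-07 with the DESeq2 Wald test to 1.00 when the contrast was taken from the fit of all 12 mice, and it was 4.34e-07 with edgeR's exactTest. Across the fits without 1 mouse, the log2 fold change lay between -1.93 and -1.63. Saline males 1 and 2 were at 0.864 and 0.875 CPM, below every morphine female. The interaction of treatment and sex (the change in males minus the change in females) had a log2 fold change of 2.92 (standard error 0.68), and over all genes the smallest adjusted *p* of an interaction was 0.985. Its neighbors *Nckap1* (chromosome 2, 80500512 to 80581380) and the pseudogene *Gm13688* (chromosome 2, 80602733 to 80603340) were also among the 5 DE genes with the smallest *p*, with log2 fold changes of 0.38 and -2.97. *Serpind1* (ENSMUSG00000022766) lies on chromosome 16 from 17331371 to 17343575 and was at 3.32 ± 0.657 CPM (SD, n = 3) in morphine females and 8.37 ± 1.96 CPM (SD, n = 3) in saline females. Its log2 fold change was -1.33 (standard error 0.22, adjusted *p* = 1.00), between -1.51 and -1.14 across the fits without 1 mouse, with an interaction of 1.16 (standard error 0.46). Of 7 genes that the paper names from these data and that were followed in females, 5 passed both thresholds. *Slc6a2* did not, and neither did *Grin2b*, which the paper reports as changed only in males. Adjusted over the list alone, 3 had an adjusted *p* under 0.05 in edgeR's quasi-likelihood test, which is not independent evidence because the list was chosen on these libraries, and over all genes the number was 0.

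**Figure D1:**
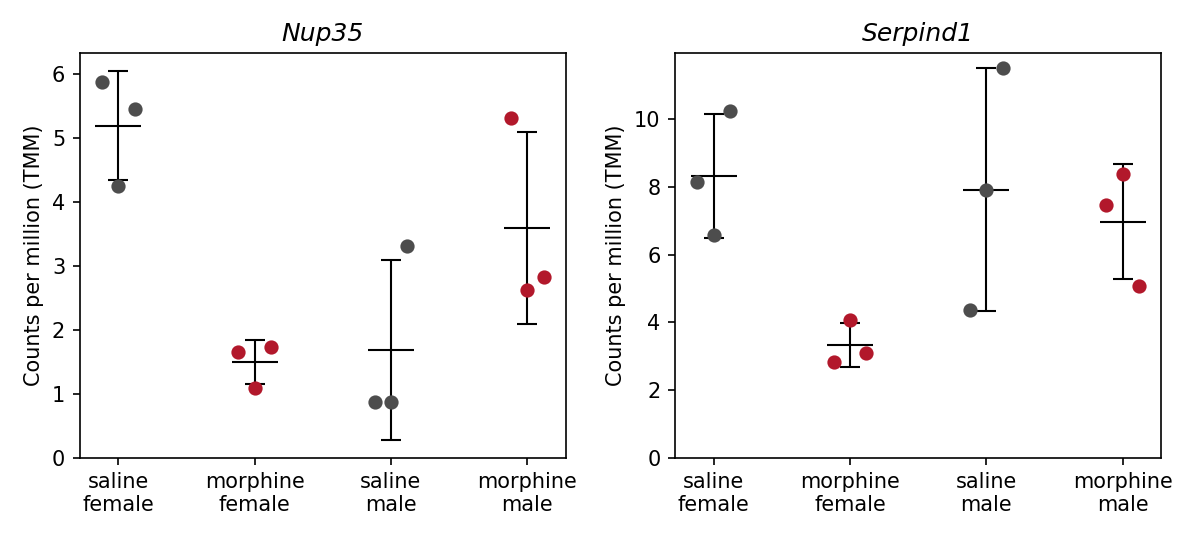
Levels of *Nup35* and *Serpind1* in CPM (TMM-normalized) on the vertical axis, by treatment and sex on the horizontal axis. Each point is 1 mouse, and the bars are the mean and SD of 3 mice. The morphine females lie at or below 1.72 CPM for *Nup35*, above saline males 1 and 2, and at or below 4.06 CPM for *Serpind1*, below each of the other 9 mice.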

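In the 6 males, 18166 genes were tested, and 543 (2.99%) had an unadjusted *p* under 0.05 and were DE genes, 349 higher and 194 lower in morphine mice. The number with an adjusted *p* under 0.05 was 0, and with exactTest it was 1. Leaving out saline male 3 moved these numbers most, to 5341 DE genes and 2141 genes with an adjusted *p* under 0.05 in edgeR's quasi-likelihood test. With so many genes passing, the pass of a single gene in that fit, here and below, says little. For 1651 genes (9.09%) the levels of the groups did not overlap, against 10% by chance. Scaling by total counts moved the median log2 fold change of all genes in males from -0.06 to 0.06. The share of DE genes that were higher in morphine males was 64.3% with TMM, 72.5% with DESeq2's size factors, and 91.3% with total counts. *Meg3* (ENSMUSG00000021268, chromosome 12, 109541001 to 109571726) was at 4355 ± 340.2 CPM (SD, n = 3) in morphine males and 2689 ± 335 CPM (SD, n = 3) in saline males. Its log2 fold change was 0.70 (standard error 0.15, adjusted *p* = 1.00 from edgeR's quasi-likelihood test). It passed under each of the other settings, from 0.59 with offsets for GC content and gene length to 0.82 with total counts, and in each fit without 1 mouse. Its adjusted *p* from edgeR's quasi-likelihood test was 0.00958 without saline male 3. For the interaction of treatment and sex it was 0.83 (standard error 0.40). The 5 separated DE genes with the smallest *p* were *Gm45743* (1.53), *Ripply2* (-1.27), and the antisense genes 9630013K17Rik (1.504), *Gm14377* (1.82), and 4930557K07Rik (1.35), all at mean levels of at most 2.14 CPM. The paper names 12 genes for males, and 3 of them passed both thresholds. Adjusted over the list alone, 1 had an adjusted *p* under 0.05 in edgeR's quasi-likelihood test, against 0 over all genes, and the list was chosen on these libraries.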

In males, we identified 328 DE genes at Log_2_FC > ±0.26 and *p* < 0.05 (Fig. 10*C*, Extended Data Figs. 10-5, 10-6), including *Meg3*, which encodes for a long noncoding RNA involved in brainstem development (Reddy et al., 2017). In addition, we found a unique set of DE genes in morphine-exposed males that was enriched for voltage-dependent calcium channels, including the upregulation of *Cacna1c*, *Cacna1d*, and *Cacna1e*.

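*Cacna1c* (ENSMUSG00000051331, chromosome 6, 118587240 to 119196418) was at 60.4 ± 7.53 CPM (SD, n = 3) in morphine males and 49.3 ± 2.69 CPM (SD, n = 3) in saline males, a log2 fold change of 0.29 (standard error 0.14). *Cacna1d* (ENSMUSG00000015968, chromosome 14, 30039939 to 30491455) was at 31.5 ± 1.68 and 26.5 ± 2.54 CPM (SD, n = 3 each), with 0.25 (0.14). *Cacna1e* (ENSMUSG00000004110, chromosome 1, 154390731 to 154884501) was at 153.4 ± 26.3 and 114 ± 25.3 CPM (SD, n = 3 each), with 0.43 (0.21). Their unadjusted *p* values were 0.0788, 0.121, and 0.0732, and each adjusted *p* from edgeR's quasi-likelihood test was 1.00. With scaling by total counts, the log2 fold changes were 0.42, 0.38, and 0.56, and all 3 genes passed. Without saline male 3, *Cacna1c* (0.36) and *Cacna1e* (0.65) passed, but so many genes passed in that fit (5341 in males) that this says little. *Cacna1e* also passed without the library labelled morphine male 6 (0.57). The interactions of treatment and sex were 0.41 (standard error 0.19), 0.32 (0.20), and 0.61 (0.28). Of the 9 α1 subunit genes of voltage-gated calcium channels that were tested in males, 0 passed both thresholds. Of these, 6 were higher in morphine males with TMM or DESeq2's size factors and 8 with total counts, and the median log2 fold change was 0.20, 0.22, and 0.33. The set had an adjusted *p* of 0.00208 in limma's camera test with a preset correlation and of 0.760 in limma's fry test.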

**Figure 10.**
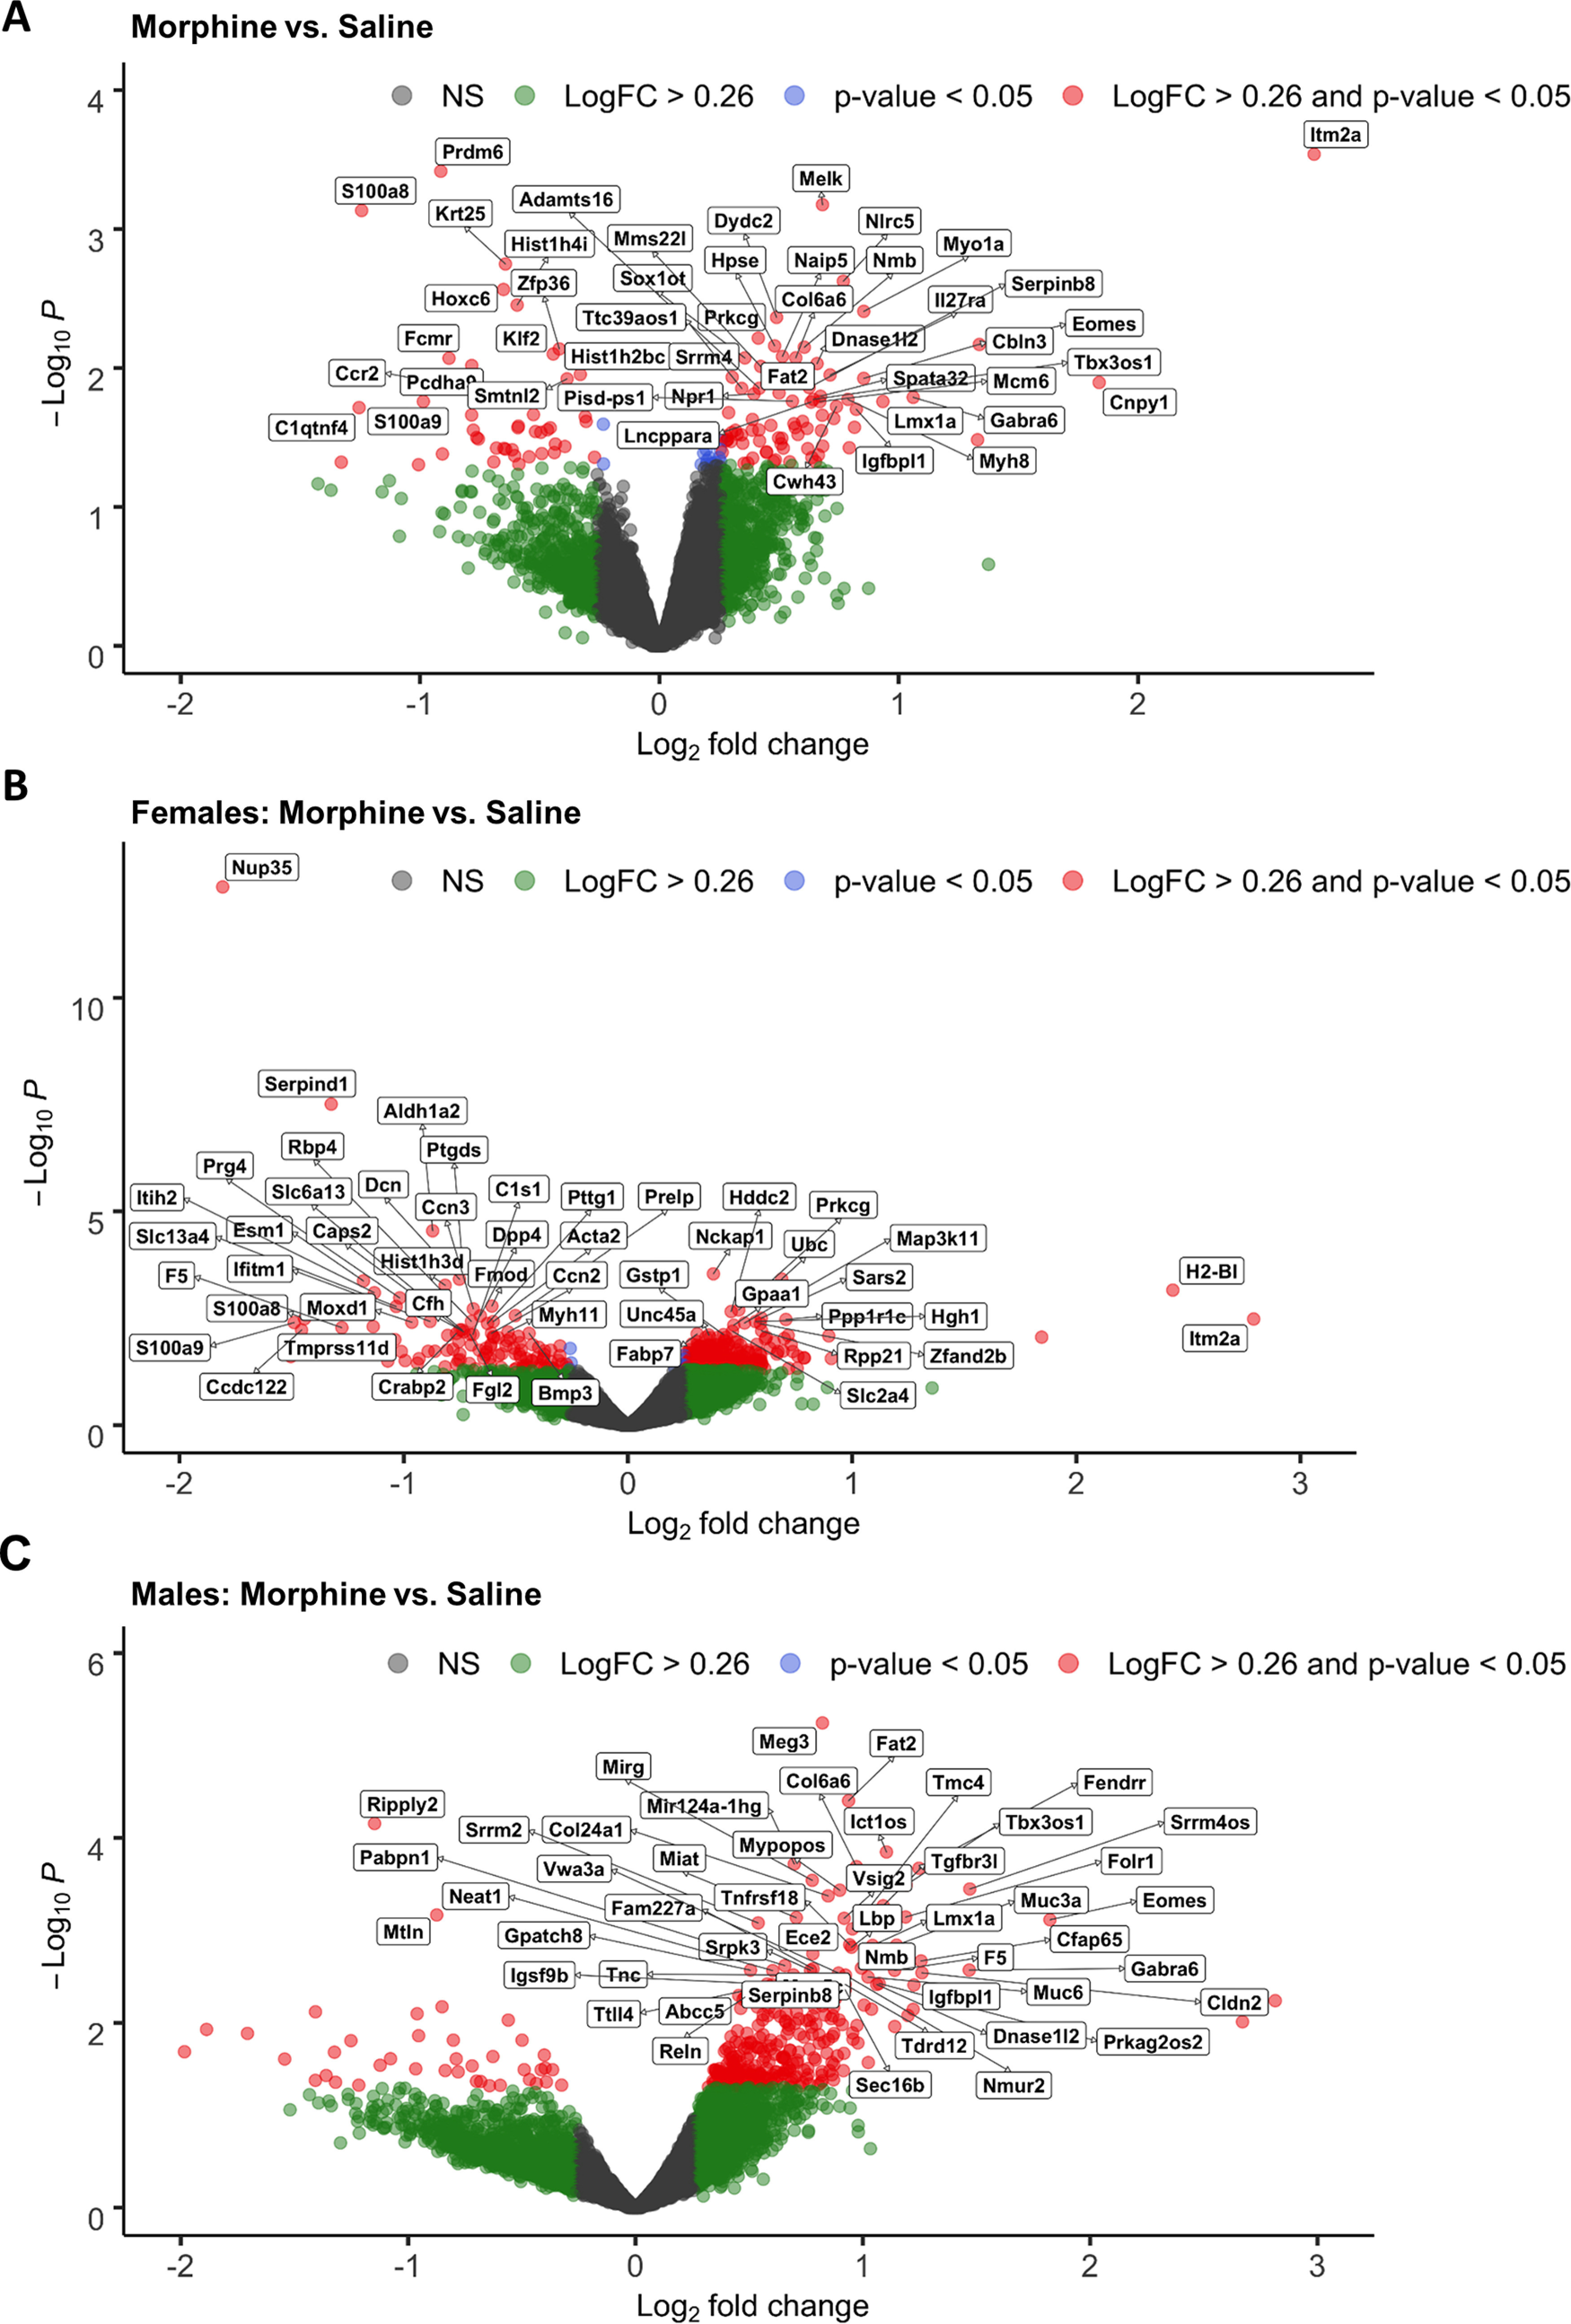
Differentially expressed genes in P15 brainstem tissue following repeated neonatal morphine exposure. ***A–C***, The effect of morphine exposure on gene expression relative to saline controls in the sex-collapsed dataset [***A***; *n* = 6 saline (3 females, 3 males), *n* = 6 morphine (3 females, 3 males)], males only (***B***; *n* = 3 saline, *n* = 3 morphine), and females only (***C***; *n* = 3 saline, *n* = 3 morphine). The *x*-axis shows gene expression as LogFC, and the *y*-axis shows Log_10_ *p* values (unadjusted). Color coding of individual genes represents LogFC > 0.26 (green), *p* < 0.05 (blue), LogFC > 0.26 and *p* < 0.05 (red), and nonsignificant (NS; gray). Complete gene lists and expression data from RNA-seq analysis are presented in Extended Data Figure 10-1 (both sexes; all genes), Extended Data Figure 10-2 (both sexes; LogFC > 0.26, *p* value < 0.05), Extended Data Figure 10-3 (females; all genes), Extended Data Figure 10-4 (females LogFC > 0.26, *p* value < 0.05); Extended Data Figure 10-5 (males; all genes), Extended Data Figure 10-6 (males; LogFC > 0.26, *p*-value < 0.05). Data from qPCR validation of differentially expressed genes (from the sex-collapsed analysis) are presented in Extended Data Figure 10-7.

10.1523/ENEURO.0143-21.2021.f10-1 Figure 10-1 Differential gene expression, sex-combined analysis. Download Figure 10-1, TXT file.

10.1523/ENEURO.0143-21.2021.f10-2 Figure 10-2 Differential gene expression, sex-combined, Log_2_FC > 0.26; *p* < 0.05. Download Figure 10-2, TXT file.

10.1523/ENEURO.0143-21.2021.f10-3 Figure 10-3 Differential gene expression, females-only analysis. Download Figure 10-3, TXT file.

10.1523/ENEURO.0143-21.2021.f10-4 Figure 10-4 Differential gene expression, females-only analysis, Log_2_FC > 0.26; *p* < 0.05. Download Figure 10-4, TXT file.

10.1523/ENEURO.0143-21.2021.f10-5 Figure 10-5 Differential gene expression, males-only. Download Figure 10-5, TXT file.

10.1523/ENEURO.0143-21.2021.f10-6 Figure 10-6 Differential gene expression, males-only, Log_2_FC > 0.26; *p* < 0.05. Download Figure 10-6, TXT file.

10.1523/ENEURO.0143-21.2021.f10-7 Figure 10-7 qPCR validation of six DE genes identified from the sex-combined RNA-seq dataset. Primer sequences for qPCR are provided, along with *p* values from the main effect of treatment from the two-way ANOVAs (sex and treatment as factors) and from the RNA-seq dataset. Download Figure 10-7, TXT file.

We investigated the biological significance of the DE genes. For the sex-combined analysis, we identified that the top enriched pathways in morphine-exposed mice were muscle contraction, embryonic organ morphogenesis, regulation of response to food, positive regulation of gene expression, anterior/posterior pattern specification, and tissue development (adjusted *p* < 0.05; Fig. 11, Extended Data Fig. 11-1). 

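In the sex-combined fit, 4 of the 10 muscle contraction genes that could be tested passed both thresholds, as did 7 of 15 for embryonic organ morphogenesis, 1 of 5 for regulation of response to food, 17 of 47 for positive regulation of gene expression, 10 of 16 for anterior/posterior pattern specification, and 19 of 42 for tissue development. The paper drew these terms from genes selected on the same libraries, so these numbers are not independent evidence. The median log2 fold change was -0.35 for the pattern specification genes, 10 of which were lower in morphine mice. For the muscle contraction genes it was -0.13, with 5 higher and 5 lower. The muscle gene *Tnnt3* had its highest level in saline male 2, at 7.59 CPM against at most 1.05 CPM elsewhere, and its log2 fold change was -1.12 with this mouse and 0.50 without it. Sets of genes that were not taken from the paper were tested with limma's camera, with a preset correlation of 0.01 between genes. Of these 19 sets, 13 had an adjusted *p* under 0.05. With the correlation estimated from the data, 6 of the sets had an unadjusted *p* under 0.05, and with fry 2 did, 0 of them after adjustment. One of the 2 was the set of *Hox* genes, with 21 of 22 tested genes lower in morphine mice (19 of 22 with scaling by total counts). Its median log2 fold change was -0.21, and its adjusted *p* was 9.79e-10 with camera and 0.325 with fry.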

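In females, the 80 tested genes of cytosolic ribosomal proteins, taken by symbol and not from the paper, had a median log2 fold change of 0.21, and 78 of them were higher in morphine females under each of the 3 scalings. The 81 tested nuclear genes of oxidative phosphorylation had a median of 0.16, with 76 higher under each scaling. The adjusted camera *p* was 3.05e-17 for the ribosomal set and 2.15e-12 for the oxidative phosphorylation set, but the fry adjusted *p* was at least 0.792 for both, and neither call held with the correlation between genes estimated from the data. Of the individual genes, 3 and 5 passed both thresholds. Leaving out 1 mouse moved the ribosomal median to between 0.10, without saline female 6, and 0.35, without saline female 4. The median for oxidative phosphorylation moved to between 0.03, without morphine female 3, and 0.29, without morphine female 2. Many ribosomal protein genes have processed pseudogenes of near-identical sequence, so their counts are uncertain. The paper's own list for the ribosome term holds 24 genes. All 24 were higher in morphine females, with a median of 0.36, and 3 passed both thresholds. Of its 17 oxidative phosphorylation genes, 17 were higher and 5 passed. For focal adhesion 7 of 18 genes passed, for protein digestion and absorption 6 of 11, for pathways in cancer 13 of 33, and for human papillomavirus infection 9 of 23. These lists were chosen on the same libraries.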

For the females-only analysis, top enrichment terms included ribosome, oxidative phosphorylation, focal adhesion and protein digestion and absorption, pathways in cancer, and human papillomavirus infection (Fig. 12*A*, Extended Data Fig. 12-1). 

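In males, 79 of the 80 tested cytosolic ribosomal protein genes and 79 of the 82 nuclear genes of oxidative phosphorylation were lower in morphine mice, and with scaling by total counts 70 of each were. The median log2 fold changes were -0.38 and -0.31, and with total counts -0.26 and -0.18. The adjusted camera *p* was 1.27e-12 and 2.44e-14. The fry adjusted *p* was 0.760 and 0.553, and neither call held with an estimated correlation. Without saline male 3 the medians were -0.62 and -0.47, and without saline male 1 they were -0.26 and -0.23. Of the paper's lists for males, the ribosome genes were lower in 13 of 13 cases, with a median of -1.16, and 6 passed both thresholds. The circadian entrainment genes were higher in 10 of 11 cases, with a median of 0.29 (0.42 with total counts), and 3 passed. The numbers that passed were 4 of 21 for Huntington's disease, 6 of 13 for retrograde endocannabinoid signaling, and 4 of 14 for Alzheimer's disease. The paper selected the listed genes on these libraries.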

The top enriched pathways in morphine-exposed males were Huntington's disease, ribosome, circadian entrainment, retrograde endocannabinoid signaling, and Alzheimer’s disease.

**Figure 11.**
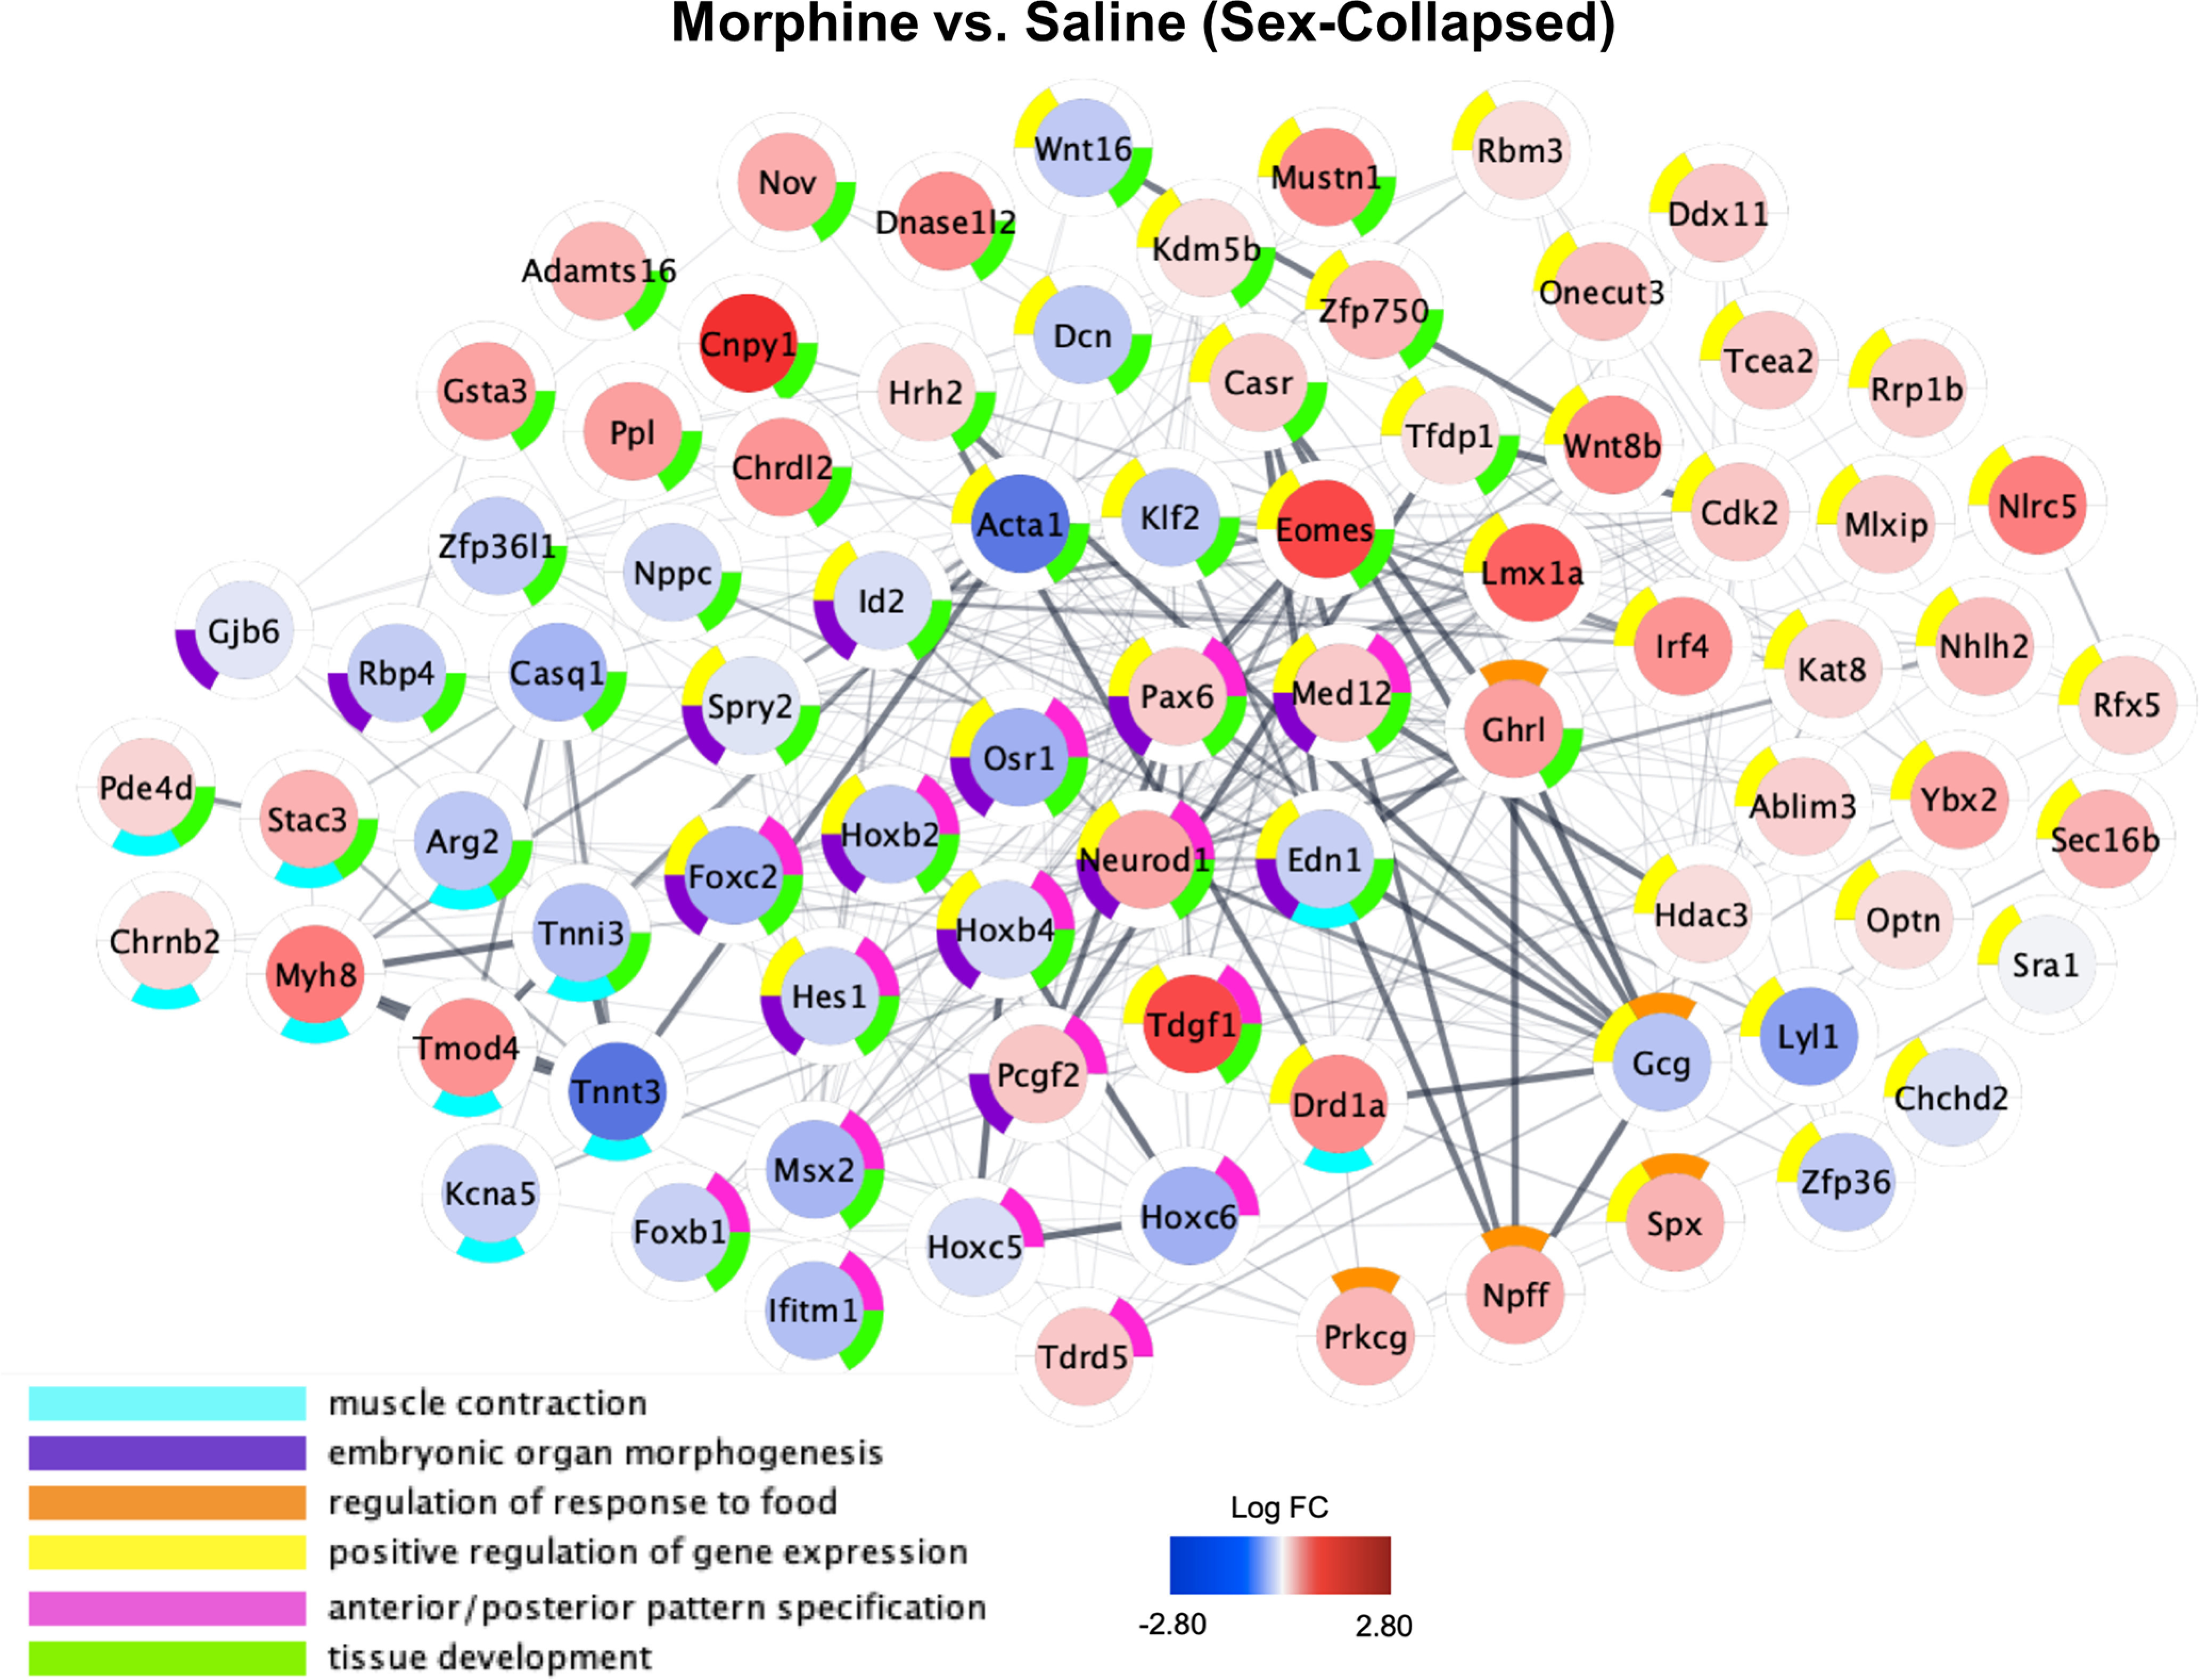
Functional network plot of differential brainstem gene expression on P15 following repeated neonatal morphine exposure. Plots represent gene expression relative to saline controls in sex-collapsed dataset [*n* = 6 saline (3 females, 3 males), *n* = 6 morphine (3 females, 3 males). Central color coding of individual genes reflects LogFC from −2.80 (blue) to 2.80 (red). Donut plots are color coded to reflect enriched GO Biological Process networks. All genes with unadjusted *p* values < 0.10 were included in functional network identification. Plots were generated using Cytoscape software, and gene interactions were imported from the STRING database to reflect known gene interactions (shown via interconnecting lines, increased line opacity represents stronger known gene interaction). Complete enrichment data for the sex-collapsed analysis are presented in Extended Data Figure 11-1.

10.1523/ENEURO.0143-21.2021.f11-1 Figure 11-1 Enrichment analysis, differential gene expression, sex-combined dataset. Download Figure 11-1, TXT file.

**Figure 12.**
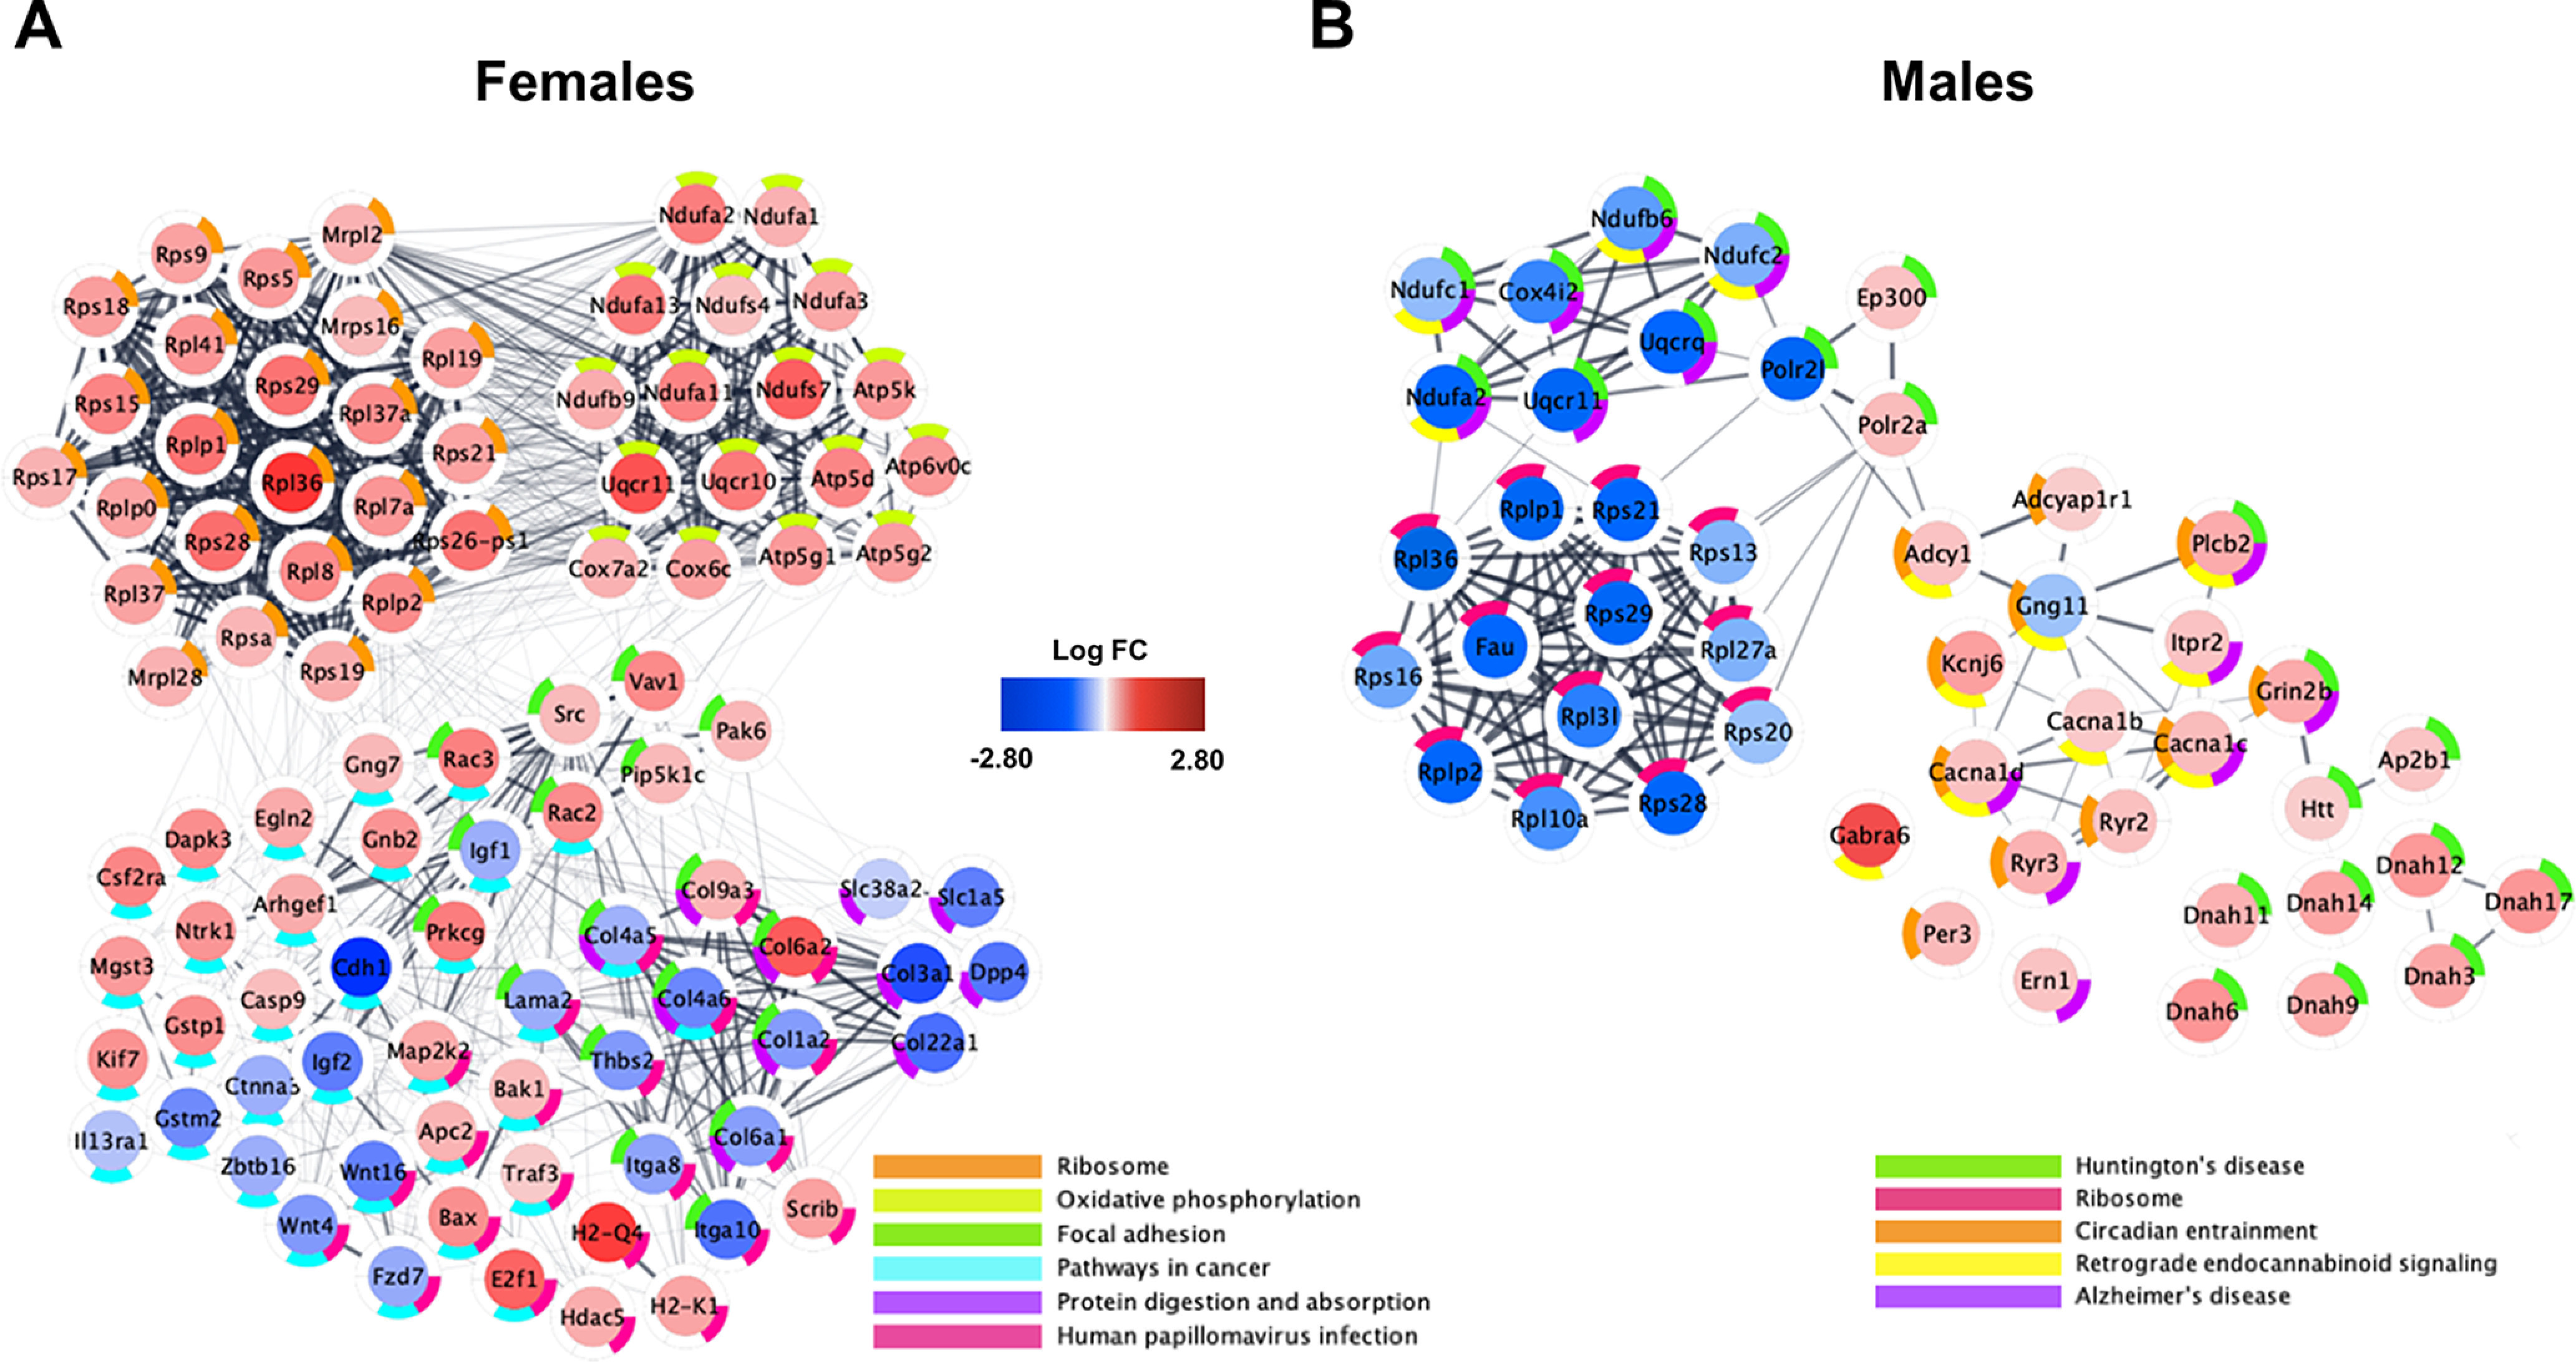
Functional network plots of differential brainstem gene expression for each sex on P15 following repeated neonatal morphine exposure. ***A***, ***B***, Plots represent gene expression relative to saline controls for females (***A***; *n* = 3 saline, 3 morphine) and males (***B***; *n* = 3 saline, 3 morphine). Central color coding of individual genes reflects LogFC from −2.80 (blue) to 2.80 (red). Donut plots are color coded to reflect KEGG enrichment pathways containing <50 implicated genes. All genes with unadjusted *p* values < 0.10 were included in functional network identification. Plots were generated using Cytoscape software, and gene interactions were imported from the STRING database to reflect known gene interactions (shown via interconnecting lines, increased line opacity represents stronger known gene interaction). Complete enrichment data are presented in Extended Data Figure 12-1 (female-only analysis) and Extended Data Figure 12-2 (male-only analysis).

10.1523/ENEURO.0143-21.2021.f12-1 Figure 12-1 Enrichment analysis, differential gene expression, females-only dataset. Download Figure 12-1, TXT file.

10.1523/ENEURO.0143-21.2021.f12-2 Figure 12-2 Enrichment analysis, differential gene expression, males-only dataset. Download Figure 12-2, TXT file.

### Neonatal morphine exposure impacts alternative splicing

For all significant alternative splicing events based on differential intron/exon bin usage, see Tables 2 and 3. There were no significant alternative splicing events for the overall effect of morphine administration. However, we identified six genes (false discovery rate, <0.05), including *Ptov1*, *Ssbp4*, *Mmp2*, *D430019H16Rik*, *1700028K03Rik*, and *Lrch4*, that differed by sex and treatment (Table 1). Although there were no splicing events detected in the females-only dataset, several alternative splicing events were driven in part by the male-only morphine group that included *Ptov1*, *Brdt*, *Cdkn1c*, *Tm9sf4*, *Gipc1*, *Atg2b*, *Cul9*, and *Lrch4* (Table 2). *Gipc1* (called RGS19/GAIP-interacting protein 1) regulates μ opioid receptor agonist signaling (Wang and Traynor, 2013). For *Cdkn1c*, we detected two intronic retention events driven by the morphine males (Table 2). *Cdkn1c* (cyclin-dependent kinase inhibitor 1C) regulates the proliferation and differentiation of dopaminergic neurons in the midbrain (Andrews et al., 2007; McNamara et al., 2018). We also detected an intronic retention event within *Brdt* in males (Table 2), which codes for bromodomain testes-associated protein. The bromodomain and extraterminal family of scaffolding proteins are epigenetic readers that bind acetylated histones to recruit protein complexes and regulate chromatin dynamics and transcription, including cocaine-induced transcriptional regulation of brain-derived neurotrophic factor and neurobehavioral plasticity (Sartor et al., 2015) as well as mechanical allodynia induced by a combination of treatment with morphine and HIV glycoprotein 120 (Takahashi et al., 2018).

**Table 1:** Gene transcripts showing evidence for alternative splicing in the sex-combined dataset: morphine treatment × sex interaction

Bin_name	Symbol	Gene	Feature	Event	Locus	Locus overlap	Coordinates	Start	End	Length	Log FC	Abs LogFC	*p* value	Bin.FDR
84113:E038	84113	Ptov1	E		84,113		chr7:44863067–44869788	44867455	44867512	58	−2.76	2.76	2.87E-07	0.025
76900:E029	76900	Ssbp4	E		76,900		chr8:70597490–70608872	70599525	70599537	13	−2.93	2.93	3.96E-07	0.025
17390:I024	17390	Mmp2	I		17,390		chr8:92827291–92853420	28546290	28598105	51816	−1.28	1.28	4.46E-07	0.025
268595:I001	268595	D430019H16Rik	I		268,595		chr12:105453856–105493095	78291839	78291961	123	7.63	7.63	1.04E-06	0.044
76421:I007	76421	1700028K03Rik	I		76,421	231,570	chr5:107507621–107580596	1.33E + 08	1.33E + 08	484	−8.26	8.26	1.34E-06	0.045
231798:E017	231798	Lrch4	E		231,798	1E + 08	chr5:137629121–137641099	1.38E + 08	1.38E + 08	2	−4.87	4.87	1.75E-06	0.049

Abs = absolute.

**Table 2:** Gene transcripts showing evidence for alternative splicing in the males-only dataset: effect of morphine treatment

Symbol	Gene	Feature	Event	Locus	Locus overlap	Gene coordinates	Start	End	Length	LogFC	*p* Value	bin.FDR
114642	Brdt	I		114,642		chr5:107331159–107387058	1.42E + 08	1.42E + 08	27158	−1.38124	2.70E-08	0.003
12577	Cdkn1c	I		12,577		chr7:143458339–143461050	1.43E + 08	1.43E + 08	3842	−1.32251	5.20E-08	0.003
12577	Cdkn1c	I		12,577		chr7:143458339-143461050	1.43E + 08	1.43E + 08	5304	−1.3707	1.25E-07	0.0047
84113	Ptov1	E		84,113		chr7:44863067-44869788	44867455	44867512	58	1.98688	1.38E-07	0.0047
99237	Tm9sf4	I		99,237		chr2:153161303–153210466	73861694	73862277	584	−2.91739	2.33E-07	0.0066
67903	Gipc1	I		67,903		chr8:83652677–83664694	30900397	30900637	241	−1.22149	1.83E-06	0.041
76559	Atg2b	I		76,559		chr12:105616136–105685211	30121066	30121475	410	3.349581	1.93E-06	0.041
78309	Cul9	E		78,309		chr17:46500605–46546388	46521041	46521156	116	2.133526	2.59E-06	0.049
231798	Lrch4	E		231,798	1E + 08	chr5:137629121-137641099	1.38E + 08	1.38E + 08	2	3.464074	2.90E-06	0.0495

**Table 3:** Differentially expressed gene transcripts (*p* < 0.05) that significantly correlated (*p* < 0.05) with NOWS-model phenotypes on P14

Phenotypes	Overlapping phenotypes, *n*	Genes, *n*	Differentially expressed genes (MOR) correlated with phenotypic data
Hot plate latency; normalized body weight; USVs per minute; USV distance	4	1	*Prokr1*
Hot plate latency; normalized body weight; USVs per minute	3	3	*Smtnl2*, *Alox5ap*, *Adamts16*
Normalized body weight; USVs per minute	2	15	*Hist1 h2bc*, *Id2*, *Spata32*, *Krt25*, *Hist3 h2a*, *Cox7b2*, *Zmym3*, *Naa40*, *Col6a6*, *Srrm4*, *Emcn*, *Hpse*, *Miat*, *Mapk1ip1*, *Lncppara*
Normalized body weight; hot plate latency	2	8	*Nlrc5*, *Wnt8b*, *Tbx3os1*, *Pla2g4b*, *Fcmr*, *Prickle3*, *Cdca5*, *Prdm6*
Normalized body weight; tail withdrawal latency	2	4	*Myo1a*, *Plpp5*, *Mir3060*, *Mis18a*
Tail withdrawal latency; USVs per minute	2	1	*Magel2*
Tail Withdrawal Latency	1	19	*Selenov*, *Myom3*, *Ebna1bp2*, *Il27ra*, *Fam92b*, *Ccdc116*, *Vipr1*, *Ccr2*, *Prkcg*, *Rsg1*, *Pisd-ps1*, *Pisd*, *Arg2*, *Mfsd11*, *Mfap5*, *Msr1*, *Ifi207*, *Foxc2*, *Fggy*
Normalized body weight	1	14	*Tcea2*, *Mtln*, *Thsd7b*, *Snapc1*, *Klf2*, *Mirg*, *Galnt15*, *Ccdc150*, *Cdk2*, *Mms22l*, *Melk*, *Ccdc15*, *Tdgf1*, *Hoxc6*
USVs per minute	1	11	*Timp1*, *Chrdl2*, *Cldn11*, *Rfc5*, *Plekhg4*, *Myh8*, *Snrnp200*, *Cpsf4l*, *Gng11*, *Wdr66*, *Fat2*

### Correlations of DE genes on P15 with NOWS behavioral phenotypes displayed on P14

Notably, 75 of 139 DE genes (∼54%) correlated with at least a single behavioral phenotype at P14, and 32 of 139 DE genes (∼23%) correlated with at least two phenotypes (Table 3). Interestingly, the expression of *Prokr1* was significantly correlated with the most phenotypes, including body weight (*R* = −0.81, *p* = 0.001), hot plate latency (*R* = −0.58, *p* = 0.04), total number of USVs (*R* = 0.65, *p* = 0.02), and distance traveled during USV recording session (*R* = 0.58, *p* = 0.04). In morphine-exposed mice, *Prokr1* was upregulated compared with saline mice, and expression was negatively correlated with hot plate latency. Thus, upregulation of *Prokr1* at P15 was associated with heightened behavioral indications of hyperalgesia at P14. 

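*Prokr1* (ENSMUSG00000049409), a gene for a prokineticin receptor, lies on chromosome 6 from 87578591 to 87590743. Its level was 0.647 ± 0.127 CPM (SD, n = 6) in morphine mice and 0.464 ± 0.087 CPM (SD, n = 6) in saline mice, with 4 morphine mice above every saline mouse. The log2 fold change was 0.47 (standard error 0.21, adjusted *p* = 1.00 from edgeR's quasi-likelihood test). *Prokr1* passed both thresholds in the sex-combined fit, with an unadjusted *p* of 0.0470 from edgeR's quasi-likelihood test. It also passed under 7 of 12 other settings, counting those chosen after the data were seen. The unadjusted *p* was 0.0533 with exactTest and 0.0931 with DESeq2, where it did not pass. The gene passed both thresholds in 3 of the 12 fits that each left out 1 mouse, and the log2 fold change was lowest without saline male 1, at 0.36. Its interaction of treatment and sex was 0.31 (standard error 0.44). The behavioral measures were not analyzed here.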

Interestingly, Prokr1 (prokineticin receptor 1) codes for a GPCR for the chemokine prokineticin and is upregulated in nociceptors during tissue inflammation and contributes to inflammatory pain (Franchi et al., 2017). Thus, upregulation of *Prokr1* could potentially be a critical mediator of sensory, motivational, and affective model behaviors following and during neonatal opioid withdrawal.

## Discussion

We administered morphine from P1 to P14 in mouse pups, a developmental period approximating the third trimester in human neonates, to model NOWS. We found several important NOWS-related phenotypes in female and male mice, including reduced weight gain, developmental motor delays and USVs, agitation, and decreased locomotor activity in the open field test of anxiety-like behavior, and thermal hyperalgesia. We also discovered potential sex-specific vulnerabilities to NOWS model behaviors. In human neonates, males are more frequently diagnosed with and treated for NOWS, with no overall increase in NOWS severity compared with females (Juni et al., 2008). Increased male sensitivity to NOWS has also been found in C57BL/6J male mice, as evident by an increase in USVs (Robinson et al., 2020). However, our findings suggest that outbred CFW female mice were more sensitive to the NOWS neurobehavioral phenotypes than males (e.g., delayed latencies to self-right and increased USVs on P7), suggesting sex-specific neurodevelopmental delays in NOWS. Motor delays and an earlier emergence of increased USVs were also reported in C57BL/6J female mice (Robinson et al., 2020). Thus, repeated bouts of MOR intoxication and withdrawal during the third trimester-equivalent exposure is sufficient to induce multiple signs of neurodevelopmental delay. Overall, female mice were more vulnerable to the effects of morphine exposure during P1–P14. 

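The change in males minus the change in females, tested as the interaction of treatment and sex in the 12 mice, had a median log2 fold change of -0.59 over 82 cytosolic ribosomal protein genes and -0.46 over 83 nuclear genes of oxidative phosphorylation. The interaction was negative for 81 genes in each set, for 78 and 76 genes with scaling by total counts, and for 81 in each with DESeq2's size factors. The adjusted camera *p* was 8.64e-20 and 9.89e-20, and the fry adjusted *p* was 0.621 for both. Of the individual genes, 19 and 12 passed both thresholds for the interaction, and 0 had an adjusted *p* under 0.05. The medians were largest in size without saline male 3, at -0.86 and -0.68. They were smallest at -0.43, without saline male 1, and -0.31, without morphine female 3.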

Importantly, we also found sex-specific transcriptional alterations in the brainstem following morphine administration, with enrichment of ribosomal and oxidative phosphorylation pathways for both sexes. Collectively, our findings begin to highlight the consequences of morphine exposure during a critical neurodevelopmental period.

Emission of USVs by pups is exhibited during distress (Hofer, 1996), and they typically peak at P7 and then decrease significantly by P14 (Elwood and Keeling, 1982). Consistent with previous studies in rats (Barr and Wang, 1992; Barr et al., 1998; Jones and Barr, 2001; Jones et al., 2002; Kalinichev and Holtzman, 2003) and mice (Robinson et al., 2020), we observed a decrease in USVs from P7 to P14 in saline control mice and, to some extent, in morphine-exposed mice, but the decrease was less pronounced in morphine-exposed mice, as indicated by a significantly greater number of USVs on P14 compared with saline control mice. The reinforcement of USVs during maternal separation may be mediated endogenous opioids (Hamed et al., 2012) as μ opioid receptors are required for this behavior (Moles et al., 2004). Thus, adaptations in endogenous opioid signaling in morphine-exposed pups could contribute to the increase in USVs on P14. Changes in USVs emerged earlier in morphine-exposed female mice compared with male mice during opioid withdrawal. An earlier emergence of augmented USVs in female mice contrasts with prior studies using NOWS-related models where C57BL/6J inbred males were more vulnerable to consequences of morphine on USVs (Robinson et al., 2020). Inconsistencies between these studies could be because of several factors include morphine dose, frequency and interval of morphine administration, and the time course of behavioral analysis. Another factor could be genetic background because we tested outbred CFW mice whereas a recent report that used a similar protocol used C57BL/6J mice (Robinson et al., 2020). Given our results, future studies using multiple genetic backgrounds of mice, including not only diversity outbred mice (Saul et al., 2019), but also reduced complexity crosses (Bryant et al., 2018, 2020) would be valuable for further investigating the genetic, molecular, and physiological contributions to the development of NOWS and the long-term consequences.

We found sex-specific effects on thermal nociception in our NOWS mouse model. Previous studies reported withdrawal-induced hyperalgesia and allodynia in rat pups following early neonatal opioid exposure, including increased thermal nociception (Sweitzer et al., 2004; Zhang and Sweitzer, 2008), increased formalin-induced inflammatory nociception in P11 rats (Zissen et al., 2006), and mechanical allodynia (Sweitzer et al., 2004; Zissen et al., 2007; Zhang and Sweitzer, 2008). Here, we showed that early neonatal morphine exposure was sufficient to induce hyperalgesia. Notably, this hyperalgesia emerged earlier in morphine-exposed females. Our findings support previous work in adult outbred CD-1 female mice that showed an earlier emergence and more persistent augmentation in opioid-induced hyperalgesia (Holtman and Wala, 2005; Juni et al., 2010; Arout et al., 2015). Enhanced thermal hyperalgesia and mechanical allodynia were also observed in female rats during spontaneous opioid withdrawal, although it is unknown whether similar mechanisms in the brain lead to hyperalgesia in neonatal versus adult females. Evidence suggests that neuroadaptations of NMDA receptor signaling in males may protect against the early emergence of developmental delays. 

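*Grin2b* (ENSMUSG00000030209) lies on chromosome 6 from 135713233 to 136173511. In males its level was 94.5 ± 18.4 CPM (SD, n = 3) with morphine and 71.7 ± 12.8 CPM (SD, n = 3) with saline, a log2 fold change of 0.40 (standard error 0.20). In females it was 83.7 ± 11.0 CPM (SD, n = 3) with morphine and 91.7 ± 17.4 CPM (SD, n = 3) with saline, a log2 fold change of -0.13 (standard error 0.15). The unadjusted *p* was 0.0877 in males and 0.390 in females, and the adjusted *p* from edgeR's quasi-likelihood test was 1.00 in both. In males the gene passed both thresholds with scaling by total counts (0.52) and without the library labelled morphine male 6 (0.54). It also passed without saline male 3 (0.57), a fit in which 5341 genes passed. In females the direction changed without saline female 6, to 0.03. The difference between the sexes, tested as the interaction of treatment and sex, was 0.55 (standard error 0.26).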

Interestingly, *Grin2b*, the gene coding for the GluN2B subunit of the NMDA receptor, was significantly upregulated only in morphine-exposed male mice, consistent with male-specific morphine-induced neuroadaptations of the NMDA receptor system (Charles et al., 2017). Despite keeping the pups warm between behavioral testing using an electric heating pad, one limitation of this study is that we did not monitor the body temperature of the neonates throughout testing. Because hypothermia in neonatal body temperature is known to induce USVs from the pups (Branchi et al., 1998), and because opioid withdrawal in mice (Belknap, 1989) and neonatal rats (Thornton and Smith, 1998) has been shown to be associated with hypothermia, it is possible that the detection of the effect of prior morphine exposure on USV phenotypes depends on the presence of withdrawal-induced hypothermia to evoke USV responses.

To explore potential mechanisms that contribute to sex-specific effects of early neonatal morphine on behavior, we completed RNA-seq on the brainstems of female and male mice at P15, ∼16 h following their final morphine injection. We identified distinct gene sets and enriched pathways between morphine-exposed male and female mice. 

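Of 328 DE genes in females and 543 in males, 12 were shared, 6 of them in the same direction, where chance gives 9.09 among the 17757 genes tested in both. An effect that passes in one sex and not in the other does not show a difference, so the interaction of treatment and sex was tested over 19027 genes. It had an unadjusted *p* under 0.05 and an absolute log2 fold change over 0.26 for 559 genes (2.94%), 306 of them with a more positive change in males. The share with a more positive change in males was 54.7% with TMM, 45.8% with DESeq2's size factors, and 81.2% with total counts. For 0 genes was the adjusted *p* under 0.05, and the smallest was 0.985 from edgeR's quasi-likelihood test. Without saline male 3 the interaction passed for 4695 genes, 1796 of them with an adjusted *p* under 0.05, and without saline female 6 it passed for 290. Of the 24 genes the paper names from the RNA-seq data, 10 had an unadjusted interaction *p* under 0.05, and 0 had an adjusted *p* under 0.05. Many of them were named for a change in 1 sex on these libraries, which favors a small interaction *p*, so this is not independent evidence. Of the 543 DE genes in males, 211 also passed for the interaction, where chance gives 14.9. Of the 328 in females, 90 did, where chance gives 9.15. The 5 separated genes with the smallest interaction *p* were *Gm44075*, *Rapgef4os2*, *Gm10277*, *Nme2*, and *Gm14246*, whose mean levels in morphine and in saline mice were at most 0.962 CPM.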

In females, highly significant enrichment terms were identified for 25 ribosomal genes and several genes coding for mitochondrial proteins and oxidative phosphorylation, all of which were upregulated in response to morphine. 

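In females, 12 cytosolic ribosomal protein genes were higher in morphine mice with an unadjusted *p* under 0.1, the threshold the paper used for its network terms, and 0 were lower. The number was 18 with exactTest and 53 without saline female 4. It was 0 without saline female 6, 0 without morphine female 1, and 0 when the female contrast was taken from the fit of all 12 mice. The largest changes were in *Rpl36* (ENSMUSG00000057863, chromosome 17, 56613416 to 56614243), at 9.30 ± 3.20 CPM (SD, n = 3) with morphine and 5.44 ± 2.66 CPM (SD, n = 3) with saline, and in *Rps28* and *Rplp1*. Their log2 fold changes were 0.77 (standard error 0.34), 0.54 (0.25), and 0.53 (0.23), with interactions of treatment and sex of -2.86, -1.81, and -1.99. Among oxidative phosphorylation genes the largest changes were in *Ndufs5* (1.35, standard error 0.89), *Uqcr11* (0.66, 0.28), and *Ndufs7* (0.60, 0.23). The change in *Ndufs5* fell to 0.36 without morphine female 1 and rose to 3.13 without saline female 5. Each adjusted *p* from edgeR's quasi-likelihood test was 1.00. In males *Rpl36* had a log2 fold change of -2.11 (standard error 0.85), *Rplp1* -1.47 (0.74), *Rps29* -1.39 (0.66), *Uqcr11* -1.46 (0.75), *Cox8b* -1.43 (0.64), and *Ndufb7* -1.34 (0.74), and each of these 6 was larger in size without saline male 3. Each was smallest in size without saline male 2, at -1.56 for *Rpl36* and -0.57 for *Cox8b*, and *Rpl36* passed both thresholds in 1 of the 6 fits without 1 mouse. For each of these 6 genes, saline males 1 and 2 lay above every morphine male, and saline male 3 lay below every morphine male. *Rpl36* was at 46.5, 60.9, and 3.77 CPM in saline males 1, 2, and 3. In the morphine males it lay between 6.23 and 12.0 CPM. *Cox8b* was near the floor, at 18, 58, and 7 counts in saline males 1, 2, and 3. The morphine males held 10, 7, and 8 counts of it. Saline male 2, where *Cox8b* was highest, also had the highest level of 10 of the 12 skeletal muscle markers.

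**Figure D2:**
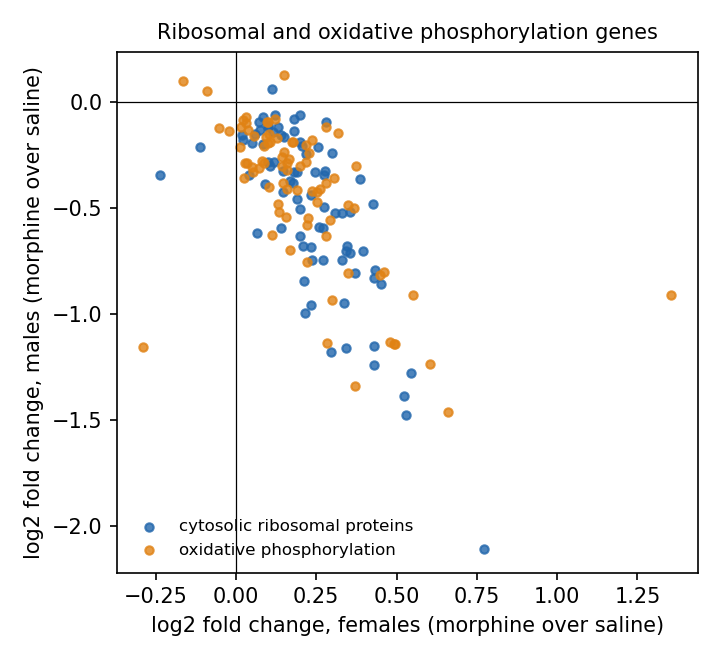
Log2 fold change (morphine over saline) of each cytosolic ribosomal protein gene and each nuclear oxidative phosphorylation gene in females on the horizontal axis and in males on the vertical axis, with TMM normalization. Of 80 ribosomal genes 77, and of 81 oxidative phosphorylation genes 75, lie in the quadrant that is higher in females and lower in males; with scaling by total counts, the medians in males stay negative, at -0.26 and -0.18.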

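*Aldh1a2* (ENSMUSG00000013584, chromosome 9, 71215789 to 71296243) was at 7.06 ± 0.650 CPM (SD, n = 3) in morphine females and 13.0 ± 3.28 CPM (SD, n = 3) in saline females, with 3 of 3 morphine females below every saline female. Its log2 fold change was -0.88 (standard error 0.19, adjusted *p* = 1.00 from edgeR's quasi-likelihood test). It passed both thresholds under each of the 10 other settings and in each of the 6 fits without 1 mouse, where the log2 fold change lay between -1.03 and -0.67. The interaction of treatment and sex was 0.85 (standard error 0.36). *Aldh1a2* is 1 of 20 markers of meningeal fibroblasts, which were all lower in morphine females under each scaling, with a median log2 fold change of -0.65, and 12 of them were DE genes. The adjusted camera *p* of these markers was 7.95e-26, and the fry adjusted *p* was 0.516. The study's list of DE genes in females holds 10 of the tested markers.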

We identified the retinaldehyde dehydrogenase, *Aldh1a2*, as a significantly downregulated gene in morphine-exposed females. ALDH1A2 synthesizes retinoic acid during early stages of development and has been linked to neural tube defects (Niederreither et al., 2002). Another gene involved in neurogenesis and cortical development, *Cdh1* (Delgado-Esteban et al., 2013), was also reduced in the brainstems of morphine-exposed female mice, suggesting that morphine exposure and spontaneous withdrawal from morphine may disrupt neurodevelopmental processes by altering the expression of key genes. In addition, we identified the upregulation of genes involved in nociception, including *Pnoc*, a gene coding for the precursor protein to nociceptin. 

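*Cdh1* (ENSMUSG00000000303), the gene for E-cadherin, lies on chromosome 8 from 106603351 to 106670246. It was at 2.00 ± 1.48 CPM (SD, n = 3) in morphine females and 4.26 ± 1.84 CPM (SD, n = 3) in saline females, and the groups overlapped. The log2 fold change was -1.07 (standard error 0.48, adjusted *p* = 1.00 from edgeR's quasi-likelihood test). With DESeq2's size factors in edgeR, total counts, or a filter of at least 10 counts in every library, the unadjusted *p* was 0.0502, 0.0575, and 0.0536, so the gene did not pass. It passed in 2 of the 6 fits without 1 mouse, with log2 fold changes from -1.85, without morphine female 2, to -0.66, without saline female 6. The interaction of treatment and sex was 1.46 (standard error 0.72).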

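*Pnoc* (ENSMUSG00000045731, chromosome 14, 65400673 to 65425472) was at 7.09 ± 1.18 CPM (SD, n = 3) in morphine females and 5.04 ± 1.07 CPM (SD, n = 3) in saline females, and 2 of 3 morphine females lay above every saline female. Its log2 fold change was 0.49 (standard error 0.20, adjusted *p* = 1.00 from edgeR's quasi-likelihood test). It passed both thresholds in 9 of 10 other settings, the exception being the contrast taken from the fit of all 12 mice. It passed in 2 of the 6 fits without 1 mouse, and without saline female 6 the log2 fold change was 0.33. The interaction of treatment and sex was -1.13 (standard error 0.52).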

Nociceptin levels in the spinal cord were higher in female rats treated with morphine (Zhang et al., 2012). Together, our findings support the notion that early postnatal exposure to morphine leads to changes in nociceptin signaling, although the potential role in hyperalgesia during opioid withdrawal in neonates is unknown.

The multiple correlations that we identified between normalized read counts for the DE gene Prokr1 and behavioral phenotypes, including hot plate hyperalgesia (negative correlation with latency), USV frequency, and distance traveled during USV recordings, and its known role in inflammation and pain (Franchi et al., 2017) make this a compelling candidate mechanistic component of nociceptive, motivational, and affective components of pain during spontaneous opioid withdrawal in neonatal mice that warrants further study.

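The paper's term lists were also traced in the other sex. The 11 circadian entrainment genes listed for males had a median log2 fold change of -0.11 in females, where 2 were higher and 0 were DE genes. Their interaction of treatment and sex had a median of 0.44, with an adjusted *p* of 4.07e-06 in camera and 0.479 in fry. Of the 13 retrograde endocannabinoid signaling genes, 0 were DE genes in females, and their median interaction was 0.27 (fry adjusted *p* = 0.807). The 24 ribosome genes listed for females had a median of -0.70 in males, and 24 were lower. Their median interaction was -1.05 (fry adjusted *p* = 0.621). The 11 protein digestion and absorption genes listed for females had a median interaction of 0.47 (fry adjusted *p* = 0.621). Each list was chosen in the sex it is named for, on these libraries.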

Enrichment of pathways in morphine-exposed male mice were largely distinct from those of morphine-exposed female mice. We observed several pathways enriched in male mice following morphine exposure, including circadian entrainment. 

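*Per3* (ENSMUSG00000028957, chromosome 4, 151003652 to 151044665) was at 44.0 ± 3.53 CPM (SD, n = 3) in morphine males and 35.6 ± 1.85 CPM (SD, n = 3) in saline males, a log2 fold change of 0.31 (standard error 0.13). *Kcnj6* (ENSMUSG00000043301, chromosome 16, 94748636 to 94997701) was at 7.55 ± 0.255 and 5.39 ± 0.310 CPM (SD, n = 3 each), with 0.49 (0.16). *Kcnj13* (ENSMUSG00000079436, chromosome 1, 87386363 to 87394729) was at 2.83 ± 1.25 and 1.52 ± 0.638 CPM (SD, n = 3 each), with 0.90 (0.43). *Kcnj6* alone among the 3 passed, and each adjusted *p* from edgeR's quasi-likelihood test was 1.00. *Kcnj6* did not pass without a filter on low counts, or without saline male 2, morphine male 4, or the library labelled morphine male 6. *Per3* passed with DESeq2's size factors in edgeR, with total counts (0.43), and without saline male 3 (0.32). In the males without saline male 3, 5341 genes passed. *Kcnj13* passed with total counts, the DESeq2 Wald test, no filter, and offsets for GC content and gene length, and its log2 fold change was 0.58 without morphine male 5 and 1.30 without saline male 3, where it passed. *Kcnj13* is 1 of 17 markers of the choroid plexus, all higher in morphine males under each scaling, with a median of 0.72. The interactions of treatment and sex were 0.48 (standard error 0.21) for *Per3*, 0.68 (0.23) for *Kcnj6*, and 1.90 (0.92) for *Kcnj13*.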

Within the circadian entrainment pathway, the following genes were significantly upregulated in morphine-exposed male mice: *Per3* (circadian gene); *Adcyap1r1* (PACAP1 receptor); *Ryr2,3* (intracellular calcium channels); *Cacna1c,d,e* (membrane voltage-gated calcium channels); *Grin2b* (NMDA receptor subunit); *Kcnj6* (Kir3.2/GIRK2 potassium channel); and *Kcnj13* (Kir7.1 potassium channel). Chronic morphine administration altered the expression of calcium and potassium channels in the mouse cortex and limbic system that contributes to opioid withdrawal, tolerance, and hyperalgesia (Shibasaki et al., 2007, 2010, 2011; Cruz et al., 2008; Lee et al., 2011). Importantly, circadian genes, such as *Per3*, which was changed in morphine-exposed male mice, have been associated with opioid-induced hyperalgesia in mice (Zhang et al., 2019) and mutations in *PER3* are associated with opioid dependence in humans (Surovtseva et al., 2012). 

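*Adcyap1r1* (ENSMUSG00000029778, chromosome 6, 55451978 to 55501451), which encodes the PACAP1 receptor, was at 372 ± 21.1 CPM (SD, n = 3) in morphine males and 331 ± 6.39 CPM (SD, n = 3) in saline males, a log2 fold change of 0.17 (standard error 0.11). The ryanodine receptor gene *Ryr2* (ENSMUSG00000021313, chromosome 13, 11553102 to 12106945) was at 155 ± 13.5 and 130.5 ± 18.8 CPM (SD, n = 3 each), with 0.25 (0.15). *Ryr3* (ENSMUSG00000057378, chromosome 2, 112631355 to 113217096) was at 40.5 ± 1.81 and 31.7 ± 3.78 CPM (SD, n = 3 each), with 0.35 (0.15). The unadjusted *p* values were 0.169, 0.131, and 0.0466, and each adjusted *p* from edgeR's quasi-likelihood test was 1.00. With scaling by total counts, the log2 fold changes were 0.29, 0.38, and 0.48. *Ryr3* did not pass with exactTest, without a filter, in the contrast from the fit of all 12 mice, or with offsets for GC content and gene length, and it passed in 1 of the 6 fits without 1 mouse. *Ryr2* passed without saline male 3 (0.40), a fit in which 5341 genes passed. The interactions of treatment and sex were 0.18 (standard error 0.13), 0.44 (0.20), and 0.45 (0.32).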

Other genes that were upregulated in morphine-exposed males include the PACAP1 receptor and ryanodine receptors, which are also associated with opioid withdrawal (Ohsawa and Kamei, 1999; Mácsai et al., 2002; Martin et al., 2003; Lipták et al., 2012).

In both females and males, we found an upregulation of *Slc6a2*, which encodes for the norepinephrine transporter. This transcriptional adaptation might serve to counter the increase in extracellular norepinephrine levels, a hallmark feature of opioid withdrawal (Koob, 2020). Indeed, it is well established that reducing norepinephrine release by pharmacological agonism at the α2 receptor with clonidine can alleviate the severity of the sympathetic component of opioid withdrawal (Gowing et al., 2016). 

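In females, *Slc6a2* was at 4.86 ± 2.39 CPM (SD, n = 3) with morphine and 3.81 ± 0.203 CPM (SD, n = 3) with saline, and 2 of 3 morphine females lay above every saline female. The log2 fold change was 0.34 (standard error 0.31). Without morphine female 3 it was -0.08, and without morphine female 2 it was 0.65 and passed. In males it was at 6.28 ± 1.38 CPM (SD, n = 3) with morphine and 4.37 ± 0.977 CPM (SD, n = 3) with saline, and 2 of 3 morphine males lay above every saline male. The log2 fold change was 0.52 (standard error 0.26), which passed with scaling by total counts (0.65) and without saline male 3 (0.66). In the males without saline male 3, 5341 genes passed. The adjusted *p* from edgeR's quasi-likelihood test was 1.00 in both sexes, and the interaction of treatment and sex was 0.20 (standard error 0.45). The 10 markers of noradrenergic neurons, *Slc6a2* among them, had a median log2 fold change of 0.21 in females and -0.06 in males (0.07 with scaling by total counts). From the increase in *Slc6a2* in both sexes, the paper proposes that this change might counter a rise in extracellular norepinephrine.

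**Figure D3:**
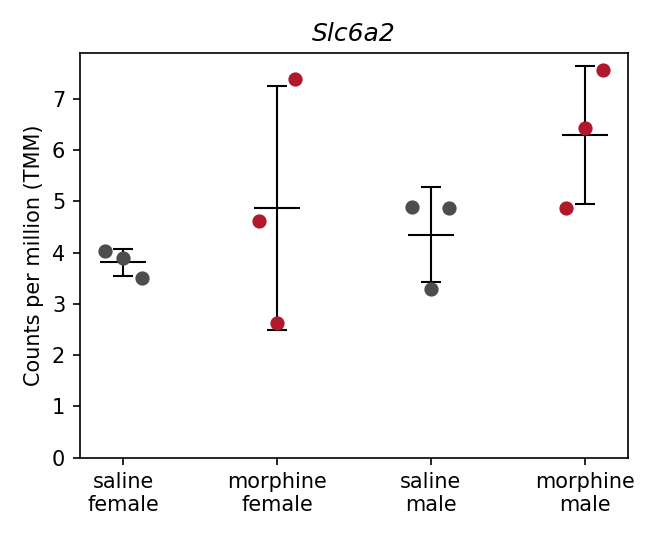
Level of *Slc6a2* in CPM (TMM-normalized) on the vertical axis, by treatment and sex on the horizontal axis. Each point is 1 mouse, and the bars are the mean and SD of 3 mice. Morphine females lie between 2.62 and 7.38 CPM, on both sides of the saline females.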

Our findings suggest that clonidine might also be an effective treatment for autonomic symptoms in NOWS. Unfortunately, we were unable to validate the RNA-seq results via real-time quantitative PCR (Extended Data Fig. 10-7). Discordance between RNA-seq and quantitative PCR (qPCR) data are not uncommon and could be attributed not just to our limited sample size, but also to the normalization method used for RNA-seq analysis, the exons we chose to target with qPCR compared with gene-level output from RNA-seq, and/or the disparate sensitivity of these two methods of quantification (Rajkumar et al., 2015; Everaert et al., 2017). We acknowledge that our sample size for analysis with RNA-seq is small (*n* = 6 SAL, *n* = 6 MOR), and caution against any major conclusions before there are more in-depth studies and replication in CFW mice.

Human neonates born with NOWS often have a lower birth weight and have difficulty with postpartum weight gain. Consistent with other mouse models of NOWS (Robinson et al., 2020), we found a significant reduction in weight gain in morphine-exposed pups that persisted from P14 through weaning into adulthood. Reduced weight gain can be caused by several factors including the compromised ability to feed or reduced motivation to feed. Opioids inhibit gastrointestinal motility, inducing nausea and leading to anorexia (Santolaria-Fernández et al., 1995). Opioid-induced weight loss exerts profound effects on nutrition, health, and physiology in OUD (Santolaria-Fernández et al., 1995) and may be a hallmark in the transition to opioid dependence (Chen et al., 2006).

Collectively, we demonstrated sex-specific phenotypes using a NOWS model in outbred mice and revealed potential brainstem mechanisms of opioid withdrawal severity related to neurodevelopmental delays. Our studies serve as the foundation for future endeavors to examine the transcriptional changes in additional brain regions and specific cell types related to NOWS-related behavioral phenotypes. Our work establishes divergent neurobiological adaptations between females and males that could have implications for treatment and prevention of NOWS. Finally, because the sex differences we have identified contrast with previous reports on a different genetic background (Robinson et al., 2020), they suggest a potential genetic component that should be further explored on multiple genetic backgrounds.

How the deposited data were processed for this re-analysis (not part of the article)

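RNA from the brainstem (medulla and pons) of 12 mice at P15 was measured: 3 saline females, 3 saline males, 3 morphine females, and 3 morphine males, with 1 library per mouse and no pooling of mice. The paper and the sample labels give brainstem, but the deposited description of the RNA extraction names spinal cords. The labels were followed, and every statement on the dissection rests on them. The authors preprocessed the reads with scruff, trimmed them with Trimmomatic, aligned them to mm10 with STAR, and counted them over the exon features of an Ensembl GRCm38 annotation with featureCounts. The deposited values are the counts per gene that the authors obtained in this way. The paper calls them normalized read counts, but they are whole numbers and their totals differ between libraries, from 27850565 to 48097947 with a median of 33214511, so they were treated as raw counts. The counting of reads with a shared or antisense position depends on settings that the paper's text does not name.

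Sample conditions came from the labels of the deposited samples, which give treatment, sex, and a replicate number. The series description names sex and dam as covariates. No label gives the dam, so dam was not used here. The symbols of the 55418 genes were matched to GENCODE M21 on GRCm38 for positions, exon length, and GC content. Exon length joins all annotated exons of a gene, and GC content is taken over all its annotated transcripts. Every symbol was found, and 115 of them stand for more than 1 gene in that annotation.

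The main test of each comparison was the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM normalization and genes kept by filterByExpr. The sex-combined fit had sex as a covariate, the females and the males were each fitted alone, and the interaction of treatment and sex was fitted over the 12 mice. DE genes had an unadjusted p under 0.05 and an absolute log2 fold change over 0.26, which are the thresholds of the paper, and the number with a Benjamini-Hochberg adjusted p under 0.05 is given beside them. The paper names exactTest, which takes no covariate, and also states sex as a covariate of the sex-combined analysis, so exactTest was an alternative. Levels are CPM after TMM normalization, with a prior count of 2 where logs were taken. Group means and their SDs use the TMM factors of their own fit, and levels of single libraries use factors computed over the 12 libraries and all genes, so these differ slightly. Standard errors and p values rest on the spread between 3 or 6 mice per group, and an exact permutation test cannot give a p below 0.1 with 3 mice against 3.

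Gene sets were tested with camera of limma 3.58.1 with a preset correlation of 0.01, with camera with an estimated correlation, and with fry. The 19 sets were cytosolic ribosomal proteins, nuclear-encoded oxidative phosphorylation, mitochondrially encoded genes, Hox genes, α1 subunits of voltage-gated calcium channels, axonemal dynein heavy chains, and markers of cerebellar granule cells, cerebellar Purkinje cells, choroid plexus, meningeal fibroblasts, ependymal cells, red blood cells, neutrophils, skeletal muscle, oligodendrocytes, neurons, microglia, astrocytes, and noradrenergic neurons. The 17 term lists of Extended Data Figs. 11-1, 12-1, and 12-2 were tested beside them, and p values were adjusted over the 36 sets within each fit.

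The tests, the gene sets, the alternative settings, and the rule for naming genes were chosen before the data were examined. Exceptions are the tests and settings named below as chosen or added after the results were seen. The rule names every gene the paper names from the RNA-seq data, in each fit the 5 genes with the smallest p among the DE genes whose groups do not overlap, up to 5 genes with an adjusted p under 0.05, at most 3 members of the ribosomal and oxidative phosphorylation sets with the largest change, and the genes of the sex check. A gene that the rule picks is not reported here. The alternatives were exactTest, the Wald test of DESeq2 1.42.0, DESeq2's size factors in edgeR, scaling by total counts, no filter on low counts, a filter of at least 10 counts in every library, loess offsets (span 0.5) for GC content and gene length, no covariate, the replicate number as a block, 1 surrogate variable from sva 3.50.0, the contrast within a sex from the fit of all 12 mice, a threshold on p alone, and leaving out each mouse in turn. Settings that join exactTest with scaling by total counts were added after the data were seen.

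The fits were tested on simulated data with 200 changed genes, drawn from the means, dispersions, and library sizes of the real libraries. With 3 mice against 3, drawn from the females, and a log2 fold change of 1, 87.3% of 197 changed genes passed the thresholds for DE genes. Of these changed genes 65.0% had an adjusted p under 0.05, and 4.81% of the unchanged genes passed. Genes were drawn independently of each other, without the shared differences between the real libraries, so these shares may not hold for the real data. In the real females 1.89% of all genes had an unadjusted p under 0.05 in edgeR's quasi-likelihood test. Loess offsets brought the correlation of fold change with GC content in a simulated trend over 17787 genes from -0.585 to -0.019. The number of DE genes was recounted over splits of the same mice, all 10 in each sex and 100 in the fits of 12 mice (the real split and drawn ones), and the counts include the real split. Drawing used a fixed random seed of 11. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

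The qPCR, behavioral, and alternative splicing results of the paper were not analyzed here. The paper's tables of all genes were not used here because the copies at hand end partway, and its tables of DE genes were used only to count overlaps and compare fold changes.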

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

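Tests of the library labelled morphine male 6, of blood, of skeletal muscle, of the neighbors of *Nup35*, of the oligodendrocyte markers, of single libraries for the choroid plexus and meningeal markers, and of other splits for gene sets were chosen only after the results were seen, as was the division of the tests of *Nup35* with *Serpind1* and of single libraries into parts.

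In 71 groups of 6 values, the distance of the highest or lowest library from its neighbor was compared with the whole range of the group (Dixon's ratio). The ratio was above the value that chance passes in 1 of 20 groups in 10 groups, where 3.55 would be by chance. Among saline mice, these included total counts (0.841, saline male 2 with 48097947 counts), *Itm2a* (0.813, saline male 1 at 1.28 CPM), *Zfp36* (0.690, saline male 2 at 5.62 CPM), and the mean log2 levels of the markers of cerebellar granule cells (0.686, saline female 5) and skeletal muscle (0.642, saline male 2). Among morphine mice, these included *Gabra6* (0.837, morphine male 5 at 19.1 CPM) and the markers of skeletal muscle (0.681, morphine male 5) and neurons (0.704, morphine female 3). Among males, *Xist* had a ratio of 0.994. No explanation, technical or biological, was tested for total counts, *Itm2a*, *Zfp36*, or the neuronal markers.

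*Xist* was at 379.9 CPM in the library labelled morphine male 6, which the paper does not report on, against at most 2.71 CPM in the other males. A female mouse under a male label is argued against by the Y-linked genes, which were at least 17.5 times the highest female. A second X chromosome in a male is argued against as well, since it would leave the Y-linked genes at the level of other males, and the highest of the 4 was at 39.02% of the lowest other male. A mixture of female and male RNA or reads may be the source. The share of *Xist* against the mean of the females was 48.4% and the sum of this share and the median share of the Y-linked genes was 74.3%, where a mixture would give 100%. The sums by gene ran from 56.7% for *Ddx3y* to 77.8% for *Kdm5d*. With the spread between the other mice the sum could reach 108.5% for *Kdm5d* but only 80.3% for *Ddx3y*, so a mixture cannot be told apart from other sources with these few mice. No other biological explanation was tested. Without this library 462 genes were DE in males, against 543 with it.

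The change in males minus the change in females had an unadjusted p under 0.05 for the following genes, 10 of them among the 24 tested genes that the paper names. The interaction log2 fold change was -0.56 for *Hist1h2bc*, 2.92 for *Nup35*, 1.16 for *Serpind1*, 0.85 for *Aldh1a2*, -1.13 for *Pnoc*, 0.41 for *Cacna1c*, 0.61 for *Cacna1e*, 0.48 for *Per3*, 0.44 for *Ryr2*, and 0.68 for *Kcnj6*. Among the genes with the smallest p in a fit it was 3.80 for *Gm13688*, -0.62 for *Nckap1*, -1.32 for *Ripply2*, 1.30 for 4930557K07Rik, 3.01 for *Gm44075*, 2.57 for *Rapgef4os2*, 2.47 for *Gm10277*, -2.99 for *Nme2*, and 1.41 for *Gm14246*. The saline males hold at most 3 counts of *Gm44075*, so its fitted value depends on the prior count and is no bound. Among ribosomal and oxidative phosphorylation genes it was -2.86 for *Rpl36*, -1.81 for *Rps28*, -1.99 for *Rplp1*, -1.90 for *Rps29*, -2.11 for *Uqcr11*, and -1.82 for *Ndufs7*. In edgeR's quasi-likelihood test 0 of these genes had an adjusted p under 0.05. Most of these genes were picked on these libraries for a change in 1 sex or for the interaction, so the list is not independent evidence. Of 100 splits of the 12 mice out of 200 possible ones, the real split and drawn ones, 44, counting the real one, gave as many genes with an interaction past the thresholds as the 559 of the real split. The median over the splits was 421 genes and the highest was 8944, so the number of such genes may come from chance differences between mice. A difference between the sexes in the response to morphine stays open.

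The cytosolic ribosomal protein genes had a median interaction log2 fold change of -0.59, the nuclear oxidative phosphorylation genes of -0.46, and the 7 tested mitochondrially encoded genes of -0.25, all 7 of them lower. In females and in males the first and second sets moved in opposite directions under each of the 3 scalings. Bias with annotated exon length or GC content is argued against as the whole cause. After loess offsets, at least 61.0% of each median shift was left. Of 10000 random lists matched on both, 0 had a median shift as large as either set in females, males, or the interaction. Such a bias may account for the rest of the shift. Length was that of all annotated exons joined, so bias with the length of the expressed transcripts was not tested and stays open. A single library as the whole source is argued against for the ribosomal genes, whose median in the fit without 1 mouse that had the largest camera p was -0.26 (without saline male 1). In females their median stayed positive but fell from 0.21 to 0.10 without saline female 6, and the number of them higher with an unadjusted p under 0.1 fell from 12 to 0 without saline female 6 or morphine female 1, so single libraries may account for part of the shift in females. A single library is also argued against for oxidative phosphorylation in males, where it was -0.23 (without saline male 1). For oxidative phosphorylation in females, the shift fell to 0.028 without morphine female 3, in line with a single library as its source. Counting the real split, medians at least as large as the real one came for the ribosomal genes from 3 of 10 splits in females, 4 of 10 in males, and 14 of 100 for the interaction, and for the oxidative phosphorylation genes 5 of 10 in females, 4 of 10 in males, and 16 of 100 for the interaction. The largest shifts in males came when saline males 1 and 2 were grouped with the library labelled morphine male 6, at 0.64 for the ribosomal genes in size. Chance differences between mice may therefore be the source of the interaction and of the shifts within a sex, where 10 splits cannot give a share under 10%. A response to morphine that differs between the sexes stays open, and no explanation was tested for the mitochondrially encoded genes.

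The markers of the choroid plexus had a median interaction log2 fold change of 1.497. All 17 were lower in morphine females, with a median of -0.73, and all 17 were higher in morphine males, with a median of 0.72. Without saline female 6, the median in females was 0.72, with 15 of 17 higher, and the median interaction was -0.17, so this 1 library may be the source of the lower levels in females and of the interaction. In males a single library as the source is argued against, since the median was at least 0.59 (without morphine male 5). Of these markers, 11 are in the study's list of DE genes. The other 6 were all higher in morphine males, with a median of 0.31, in the direction that choroid plexus in the dissected brainstem predicts, so a different amount of this tissue between dissections may be the source of the changes in *Kcnj13* (0.90), *Folr1* (1.06), *Cldn2* (1.13), and *F5* (1.01) in morphine males. *Ttr* ranged from 1.28 to 773.6 CPM over the libraries and was at 1.28, 30.9, and 423.3 CPM in saline females 4, 5, and 6, with a log2 fold change of 0.72 (standard error 0.34) in males and -0.73 (standard error 1.29) in females. *Enpp2*, the most abundant of the markers, changed little, by 0.16 (standard error 0.20) in males and -0.24 (standard error 0.13) in females. The markers of ependymal cells had a median interaction of 0.39 and a median of 0.36 in males, and the axonemal dynein heavy chains, 4 of which are also in the ependymal list, had 0.39 and 0.34. Without saline female 6 both median interactions were 0.07. The dynein set had a fry p of 0.00878 in males, unadjusted, with 14 of 15 genes higher. No explanation was tested for the ependymal and dynein sets. An effect of morphine on these cells stays open.

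The markers of meningeal fibroblasts had a median interaction log2 fold change of 0.63, and in females 10 of the 20 markers are in the study's list of DE genes. Of the others, *Col1a1* (-0.38) and *Col1a2* (-0.47) were set aside with the collagen genes to be explained, and the 8 left were all lower in morphine mice, with a median of -0.64. This is what meninges in the dissected brainstem predict, so a different amount of meninges between dissections may be the source of the lower levels of *Aldh1a2*, *Dcn* (-0.76), *Ptgds* (-0.75), and *Col3a1* (-0.87) in morphine females. A single library as the source is argued against, since the median of the 20 markers in females was -0.43 in the fit without 1 mouse that brought it closest to 0 (without saline female 6), with all 20 lower. An effect of morphine on meningeal cells stays open. The markers of neutrophils had a median interaction of 0.55 and a median of -1.45 in morphine females, with 0 of 5 higher, at levels of at most 5.44 CPM. Blood left in the tissue is argued against, since the haemoglobin genes and *Alas2* had a median of 0.20 in females and 3 of 4 were higher. *Hbb-bs*, the most abundant at up to 365.9 CPM, had a log2 fold change of 0.16 (standard error 0.27). Whether fewer neutrophils in the tissue itself were the source was not tested.

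*Nup35*, *Gm13688*, and *Nckap1* lie within 1 stretch of chromosome 2 and were among the 5 DE genes with the smallest p in females. The mice were outbred and the dams are not in the labels, so a variant segregating among mice or litters may be the source. For *Nup35* the 2 saline males at 0.864 and 0.875 CPM lay below the highest morphine female, at 1.72 CPM, as such a variant predicts: 2 of the 9 libraries outside the morphine females had the low level. For *Serpind1* 0 of 9 had it, with a lowest level of 4.35 CPM against 4.06 CPM in the highest morphine female, and 9 mice are too few for a variant to be told apart from an effect of morphine. Over the 6 males the log2 level of *Nup35* had a Pearson r of 0.33 with *Gm13688* (exact permutation p = 0.518, adjusted p = 0.863, Spearman rho 0.49, exact p = 0.356) and of -0.079 with *Nckap1* (exact p = 0.863, adjusted p = 0.863, Spearman rho -0.14, exact p = 0.803). Without the 2 males farthest from the median of *Nup35*, r was 0.38 and -0.33. With 6 males these values cannot tell whether the genes vary together. An effect of morphine in females stays open.

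Cerebellar tissue in the dissected brainstem was tested for *Gabra6*, *Eomes*, *Cbln3*, and *Neurod1*, which were higher in morphine mice, with log2 fold changes of 0.99, 1.24, 0.77, and 0.46. All 4 had their highest level in morphine male 5, and without it they were 0.65, 0.82, 0.45, and 0.21. Their mean log2 level had a Pearson r of 0.66 over the 12 libraries with the other cerebellar markers (permutation p = 0.0240), a Spearman rho of 0.39 (p = 0.208), and an r of -0.03 without saline female 5 and morphine male 5, so the relation rests on these 2 libraries. The 19 markers outside the study's list had a median log2 fold change of 0.04 and 10 were higher, so cerebellum cannot be told apart from an effect of morphine on these genes. The 13 markers of granule cells had a median interaction of 0.33, and those of Purkinje cells had a median of 0.11 in the sex-combined fit.

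The skeletal muscle markers had medians of -0.75 in the sex-combined fit and -1.44 in males. Of the 10 markers outside the study's list, 9 had their highest level in saline male 2, such as *Acta1* at 11.1 CPM against at most 1.73 CPM in the other libraries, as skeletal muscle in the dissected brainstem of this mouse predicts. This may be the source of the level of *Tnnt3* there. Of the 10 tested muscle contraction genes of the paper, 1 was highest in this library.

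The oligodendrocyte markers had a median interaction log2 fold change of -0.23, and 10 of 10 were lower in morphine males, with a median of -0.28. Bias with annotated exon length or GC content is argued against, since with loess offsets the median was -0.20 with 10 of 10 lower. With scaling by total counts it was -0.15 with 10 of 10 lower. Of the 10 splits of the 6 males, 1, the real one, gave a median as large, which is the smallest share 10 splits allow, so chance differences between mice cannot be told apart from an effect of morphine on oligodendrocytes. The microglial markers had a median interaction of -0.45, the astrocyte markers of -0.18, and the α1 subunits of calcium channels of 0.18 (5 of 9 positive, 6 with total counts), and no explanation was tested for these.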

How the results depend on the processing

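No test of an explanation was added in this part. The settings that join exactTest with scaling by total counts, alone or with a filter of over 0.5 CPM, were chosen after seeing the data.

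The number of DE genes stayed within 1.5 times its value under each setting that kept all mice, except for these. In the sex-combined fit it was 221, and it was 754 without a filter on low counts and 399 with 1 surrogate variable. In females it was 328, and it was 1094 without a filter and 218 in the contrast from the fit of all 12 mice. In males it was 543, and it was 985 without a filter and 1199 with offsets for GC content and gene length. For the treatment by sex interaction it was 559, and it was 1665 without a filter and 1073 with the offsets. The cause was not tested, beyond that 37483 genes were tested without a filter in the fits of 12 mice. The number of genes with an adjusted p under 0.05 was 0 in each fit. In females it was 3 with exactTest, 3 with DESeq2, 77 without a filter, and 3 with each setting chosen after seeing the data. In males it was 1 with exactTest, and with exactTest and total counts it was 5, or 1 with the filter on CPM added. For the interaction it was 1 without a filter. The threshold on p alone gave 246, 343, 543, and 559 genes.

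Leaving out 1 mouse at a time moved the number of DE genes to between 177 (without morphine male 4) and 458 (without saline male 3) in the sex-combined fit, 208 (without morphine female 1) and 1482 (without saline female 4) in females, 253 (without morphine male 4) and 5341 (without saline male 3) in males, and 290 (without saline female 6) and 4695 (without saline male 3) for the interaction. The number with an adjusted p under 0.05 ranged from 0 to 0 in the sex-combined fit, from 0 to 2 in females, from 0 to 2141 in males, and from 0 to 1796 for the interaction, the highest without morphine female 2 in females and without saline male 3 in the other 2. The cause was not tested here.

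Scaling by total counts moved the split of DE genes from 113 higher and 108 lower to 181 and 68 in the sex-combined fit, from 349 and 194 to 737 and 70 in males, and from 306 and 253 to 569 and 132 for the interaction.

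The medians of the ribosomal and oxidative phosphorylation sets were 0.21 and 0.16 in females, -0.38 and -0.31 in males, and -0.59 and -0.46 for the interaction. They kept their direction under each setting. Their p was under 0.05 in camera with the preset correlation under each setting with all mice, but with the same medians not with an estimated correlation (0.192 and 0.262 in females, 0.190 and 0.0816 in males, 0.0950 and 0.0687 for the interaction) or with fry (0.330 and 0.415, 0.322 and 0.191, 0.150 and 0.107). Without 1 mouse, the ribosomal median ranged from 0.10 to 0.35 in females, from -0.62 to -0.26 in males, and from -0.86 to -0.43 for the interaction. The oxidative phosphorylation median ranged from 0.028 to 0.29, from -0.47 to -0.23, and from -0.68 to -0.31. Its camera p in females was 0.0980 without morphine female 3 and under 0.05 in the 5 other fits.

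For the single genes named in the text, the call on unadjusted p and fold change stayed the same in 306 comparisons with another setting, while 43 newly passed and 27 no longer passed. With 1 mouse left out, 349 stayed the same, 22 newly passed, 71 no longer passed, and 2 changed direction: *Slc6a2* in females, from -0.083 without morphine female 3 to 0.65 without morphine female 2, and *Grin2b* in females, from -0.25 without saline female 4 to 0.026 without saline female 6. DESeq2 gave no p for *Itm2a* in the sex-combined fit.

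The replicate numbers of saline and morphine mice run from 1 to 6, and the same number joins mice of different sex. The correlation between the deviations of same-numbered mice from their group means ranged from -0.343 to 0.176 and was over 0.1 in 1 of 6 pairs. No pairing by number was seen. Mice that share a litter need not correlate on this measure, and the dams are not in the labels, so pairing is not excluded. With the replicate number as a block, 182 genes were DE in the sex-combined fit.

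In simulated data with 3 mice against 3, drawn from the females, 67.8% of genes with a log2 fold change of 0.5 passed the thresholds for DE genes and 3.02% had an adjusted p under 0.05, and at a log2 fold change of 2 the values were 98.5% and 90.2%. For an interaction of 1, they were 69.0% and 1.52%. In the sex-combined fit, 69.2% of genes with a log2 fold change of 0.5 passed and 12.1% had an adjusted p under 0.05. Depth was not varied, and within a fit the number of mice was not varied. Simulated genes varied independently of each other, without the shared differences between the real libraries, so these shares may not hold for the real data. The males, whose biological coefficient of variation was 0.262 against 0.150 in females, were not simulated alone.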

Differences from the paper's values

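No test of an explanation is given in this part, and the settings that join exactTest with scaling by total counts were chosen only after the values were seen.

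Counts and depth were taken to differ from the paper's when one value was more than 1.5 times the other, and log2 fold changes when their signs differed or the gap was over the standard error found here. By these limits 3 of 28 values differed, and none of the 23 fold changes among them did. The fold changes were still not equal: over the paper's DE genes, the log2 fold change here minus the paper's had a median of -0.05 in the sex-combined fit, -0.01 in females, and -0.13 in males. In the sex-combined fit 221 genes were DE, against the paper's 123. Of the alternatives set before the data were examined, a filter of at least 10 counts in every library (154 genes), the replicate number as a block (182), and the fit without morphine male 4 (177) came within 1.5 times the paper's value, and none of the others did. In males 543 genes were DE, against the paper's 328. The filter of at least 10 counts (462) and the fits without saline male 1 (347), saline male 2 (357), morphine male 4 (253), morphine male 5 (300), and the library labelled morphine male 6 (462) came within 1.5 times, and none of the other alternatives set before the data were examined did. The setting that joins exactTest, total counts, and a filter on CPM, chosen after seeing the values, gave 170 genes in the sex-combined fit, within 1.5 times, and 591 in males.

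In females 12 cytosolic ribosomal protein genes were higher in morphine mice with an unadjusted p under 0.1, against the paper's 25. Among the alternatives set before the data were examined, exactTest (18), DESeq2 (19), and offsets for GC content and gene length (18) came within 1.5 times, and none of the others did. They ranged from 0 to 53. The settings with exactTest and total counts, chosen after seeing the values, gave 22 without and 21 with the filter on CPM. The paper's own list for the term holds 24 genes.

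Of the paper's DE genes, 85 of 123 in the sex-combined fit, 221 of 320 in females, and 164 of 328 in males passed the same thresholds here, all in the paper's direction. With scaling by total counts, 109, 245, and 298 did, and the largest difference of a log2 fold change from the paper's was 0.37, 0.01, and 0.01. With exactTest and total counts, chosen after seeing the values, 120, 262, and 293 did, and the largest difference of a log2 fold change from the paper's was 0.002, 0.004, and 0.002.

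The paper names *Slc6a2* as higher in the sex-combined data and in both sexes. It did not pass here in any of these fits, with log2 fold changes of 0.45 (standard error 0.22), 0.34 (0.31) in females, and 0.52 (0.26) in males. In the sex-combined fit it passed with DESeq2, total counts, no filter, 1 surrogate variable, both settings chosen after seeing the values, and without morphine female 2 or morphine male 4. In males it passed with total counts, both added settings, and without saline male 3, and in females without morphine female 2. The paper's own table of DE genes in females does not hold it. *Onecut3* is named as lower in the paper's text, and here it was higher (0.30), as it is in the paper's table.

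The paper names *Cacna1c*, *Cacna1d*, *Cacna1e*, *Grin2b*, *Per3*, *Adcyap1r1*, *Ryr2*, and *Kcnj13* as higher in morphine males. All 8 had a positive log2 fold change here, of 0.29, 0.25, 0.43, 0.40, 0.31, 0.17, 0.25, and 0.90, and none passed both thresholds. *Cacna1d*, *Adcyap1r1*, and *Ryr2* passed with total counts, and *Ryr2* without saline male 3. *Cacna1c*, *Cacna1e*, and *Grin2b* passed with total counts, in the contrast from the fit of all 12 mice, in both settings chosen after seeing the values, and without saline male 3, and *Cacna1e* and *Grin2b* without the library labelled morphine male 6. *Per3* passed with DESeq2's size factors, total counts, the contrast from the fit of all 12 mice, both added settings, and without saline male 3. *Kcnj13* passed with DESeq2, total counts, no filter, the offsets, both added settings, and without saline male 3 or the library labelled morphine male 6. Passing without saline male 3 says little about these genes or *Slc6a2* in males, since 5341 genes passed in that fit. The paper's own table of DE genes in males does not hold *Cacna1d* or *Adcyap1r1*. The interaction of treatment and sex for *Grin2b* was 0.55 (standard error 0.26).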

Other observations

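Tests of saline male 3 with offsets and of the Hox genes were chosen only after the result was seen, and the counts over other splits of the mice were planned.

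The number of DE genes was recounted with the mice split in other ways. Each count here includes the real split. Of 100 splits of the 12 mice that keep 3 mice of each sex in a group, 76 gave as many DE genes as the real split in the sex-combined fit (221). The median was 341.5 and the highest was 6736, with saline males 1 and 2, saline female 4, morphine females 1 and 3, and the library labelled morphine male 6 together. In females 6 of the 10 splits gave as many as 328, with a highest of 3382 for saline female 4 with morphine females 1 and 3. In males 4 of the 10 splits gave as many as 543, with a highest of 7506 for saline males 1 and 2 with the library labelled morphine male 6. Chance differences between mice may therefore be the source of the sex-combined number and of the numbers within a sex. The median over the splits was 329.5 DE genes in females and 275 in males. Since 10 splits cannot give a share under 10%, an effect of morphine within a sex stays open.

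The first principal component held 38.7% of the variance over 15280 genes, and its gene loadings had a Pearson correlation of 0.79 with GC content across genes, which are not independent replicates. Its scores were highest in saline male 2, saline male 1, and the library labelled morphine male 6, at 61.9, 58.0, and 27.4, and lowest in saline male 3 and saline female 6, at -56.4 and -42.0. The 3 highest libraries are those whose grouping gave the most DE genes in males. Without saline male 3, 5341 genes were DE in males. Bias with annotated exon length or GC content is argued against as the whole cause. With loess offsets 3419 genes were DE without saline male 3. Of them, 1510 had an adjusted p under 0.05 in edgeR's quasi-likelihood test. No batch within the lane is given in the labels, and a biological difference between saline male 3 and the other saline males, such as its litter, stays open and untested.

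The Hox genes were lower in morphine mice in 21 of 22 cases, and in 19 with scaling by total counts. The deposited description of the RNA extraction names spinal cords, which was not tested as a source. A difference in the caudal extent of the dissection would lower the caudal Hox groups most. The 11 tested genes of groups 1 to 4 had a median log2 fold change of -0.14 and the 8 of groups 6 and up of -0.27. The difference between morphine and saline mice in the mean log2 level of the caudal groups over that of the rostral groups was -0.14 (exact permutation p = 0.474 over 924 regroupings of the 12 mice). With this spread between mice, the extent of the dissection cannot be told apart from an effect of morphine on the Hox genes.

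Among the other gene sets, the red blood cell markers had a median log2 fold change of 0.16 in females and -0.65 in males, the neuronal markers of -0.03 and -0.08 (0.04 in males with scaling by total counts), the microglial markers of 0.10 and -0.35, and the astrocyte markers of 0.00 and -0.22. The astrocyte set had an unadjusted fry p of 0.00382 in males, with 8 of 8 markers lower, and an adjusted fry p of 0.110. The skeletal muscle markers had a median of 0.22 in females. Of the 36 sets tested in each fit, 0 had a fry p under 0.05 after adjustment, except for 1 in females, the paper's list for Alzheimer's disease in males. It had an adjusted p of 0.0451 in fry and 0.202 in camera, with a median log2 fold change of 0.06 and 7 of 14 genes higher.

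Among the genes with the smallest p were some at low levels. *Gm13688* had 1, 3, and 9 counts in the morphine females, and *Nme2* had 11 to 80 counts in the saline males and 8 in each morphine male.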
